# Regulatory Architecture of the LβT2 Gonadotrope Cell Underlying the Response to Gonadotropin-Releasing Hormone

**DOI:** 10.3389/fendo.2018.00034

**Published:** 2018-02-14

**Authors:** Frederique Ruf-Zamojski, Miguel Fribourg, Yongchao Ge, Venugopalan Nair, Hanna Pincas, Elena Zaslavsky, German Nudelman, Stephanie J. Tuminello, Hideo Watanabe, Judith L. Turgeon, Stuart C. Sealfon

**Keywords:** LβT2, gonadotrope, gonadotropin-releasing hormone, chromatin accessibility mapping, transcription profiling, single-cell transcriptomics

## Abstract

The LβT2 mouse pituitary cell line has many characteristics of a mature gonadotrope and is a widely used model system for studying the developmental processes and the response to gonadotropin-releasing hormone (GnRH). The global epigenetic landscape, which contributes to cell-specific gene regulatory mechanisms, and the single-cell transcriptome response variation of LβT2 cells have not been previously investigated. Here, we integrate the transcriptome and genome-wide chromatin accessibility state of LβT2 cells during GnRH stimulation. In addition, we examine cell-to-cell variability in the transcriptional response to GnRH using Gel bead-in-Emulsion Drop-seq technology. Analysis of a bulk RNA-seq data set obtained 45 min after exposure to either GnRH or vehicle identified 112 transcripts that were regulated >4-fold by GnRH (FDR < 0.05). The top regulated transcripts constitute, as determined by Bayesian massive public data integration analysis, a human pituitary-relevant coordinated gene program. Chromatin accessibility [assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq)] data sets generated from GnRH-treated LβT2 cells identified more than 58,000 open chromatin regions, some containing notches consistent with bound transcription factor footprints. The study of the most prominent open regions showed that 75% were in transcriptionally active promoters or introns, supporting their involvement in active transcription. *Lhb, Cga*, and *Egr1* showed significantly open chromatin over their promoters. While *Fshb* was closed over its promoter, several discrete significantly open regions were found at −40 to −90 kb, which may represent novel upstream enhancers. Chromatin accessibility determined by ATAC-seq was associated with high levels of gene expression determined by RNA-seq. We obtained high-quality single-cell Gel bead-in-Emulsion Drop-seq transcriptome data, with an average of >4,000 expressed genes/cell, from 1,992 vehicle- and 1,889 GnRH-treated cells. While the individual cell expression patterns showed high cell-to-cell variation, representing both biological and measurement variation, the average expression patterns correlated well with bulk RNA-seq data. Computational assignment of each cell to its precise cell cycle phase showed that the response to GnRH was unaffected by cell cycle. To our knowledge, this study represents the first genome-wide epigenetic and single-cell transcriptomic characterization of this important gonadotrope model. The data have been deposited publicly and should provide a resource for hypothesis generation and further study.

## Introduction

Gonadotropin-releasing hormone (GnRH) plays a key role in the control of reproduction in mammals. Secreted by the hypothalamus in a pulsatile fashion, GnRH acts *via* its receptor (GnRHR) to trigger the synthesis and release of the luteinizing hormone (LH) and follicle-stimulating hormone (FSH) by the pituitary gonadotropes. In turn, the gonadotropins regulate gametogenesis and steroidogenesis in the gonads. The gonadotropins are composed of a common glycoprotein hormone α subunit (CGA) and a specific β subunit (LHβ or FSHβ). The frequency of GnRH pulse release varies at different stages of reproductive life, e.g., during puberty and the female menstrual cycle. GnRH pulse frequency differentially regulates gonadotropin subunit gene expression and gonadotropin secretion (1). While *Lhb* gene expression is preferentially induced by high-frequency GnRH pulses, low-frequency pulses favor *Fshb* expression (2, 3).

The immortalized LβT2 gonadotrope cells have been used extensively as an *in vitro* model for the study of gonadotropin gene regulation and GnRH signaling. The cell line was developed through targeted tumorigenesis in mice carrying the rat LHβ regulatory region linked to the SV40 T-antigen oncogene (4–6). LβT2 cells have some functional characteristics of mature gonadotropes, as they express *Cga, Gnrhr*, and *Lhb*. The cell line responds to pulsatile GnRH stimulation by upregulating *Lhb* and *Gnrhr* and secreting LH. In the presence of steroid hormones, LβT2 cells further increase the LH secretory response to GnRH pulses as well as the levels of *Lhb* and *Gnrhr* mRNAs (6). In addition, LβT2 cells induce *Fshb* under either activin A (7, 8) or GnRH pulse stimulation (3), with the level of *Fshb* being influenced by both pulse frequency and average concentration of GnRH (9). While LβT2 cells exhibit an increase in intracellular calcium and exocytosis in response to GnRH stimulation (5, 6), they differ from mature anterior pituitary cells in that they lack a characteristic large-amplitude calcium oscillatory response to GnRH (10). In addition, continuous GnRH stimulation does not induce *Gnrhr* gene expression, which is in contrast with rat pituitary cells (11).

Previous studies in LβT2 cells showed that GnRH activates a complex cell signaling network that rapidly induces the expression of early genes such as *Egr1, c-Fos*, and *c-Jun* (12–14), whose products consecutively activate the transcription of gonadotropin subunit genes. Over the past two decades, a number of studies in the LβT2 cell line have implicated various pituitary factors in gonadotropin subunit gene regulation. These factors include secreted peptides such as bone morphogenetic proteins, pituitary adenylate cyclase-activating polypeptide, growth differentiation factor 9, VGF nerve growth factor inducible (15–19) [for review, see Ref. (20)], as well as transcription factors (TFs) such as AP1 (Fos/Jun heterodimer), SF1, and Egr1 (14, 21–23). Nevertheless, the molecular mechanisms underlying the gonadotrope response to GnRH and the decoding of the GnRH pulse signal are not fully understood.

Recent advances in high-throughput sequencing technologies have enabled researchers to solve key questions about gene regulation both at the chromatin and at the transcriptome levels. Hence, mapping of “open” chromatin regions using the assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) allows the detection of putative DNA regulatory regions that are likely bound by TFs (24, 25). Correlating the transcriptome (measured by RNA-seq) with a map of open chromatin may identify transcriptional regulatory elements that are involved in the GnRH response. Furthermore, as distinct cells within a cell population display significant variations in RNA expression, analysis of cell-to-cell variability of gene expression can deepen our understanding of cell population complexity and transcriptome dynamics by isolating transcriptomic heterogeneity (e.g., cell cycle status) that is concealed in cell population studies [for reference, see Ref. (26)] and providing insight into the cellular variation in gene expression levels and induction. Gel bead-in-emulsion (GEM) Drop-seq is a droplet-based single-cell (SC) RNA-seq method that can profile thousands of individual cells per sample with high sensitivity (27–29).

An unbiased epigenomic and SC transcriptomic study of LβT2 gonadotrope cells has not been reported. Here, we generated a global mRNA expression profile and a genome-wide atlas of accessible chromatin in GnRH-stimulated LβT2 cells by analyzing RNA-seq data (30) and ATAC-seq data (Figure 1A), respectively. An integrative analysis of the transcriptome and open chromatin data identified key GnRH-regulated genes along with putative *cis*-regulatory elements. We also analyzed cell-to-cell variability of the transcriptome of GnRH-stimulated LβT2 cells and the effects of cell cycle state on this response using GEM Drop-seq (Figure 1B).

**Figure 1:**
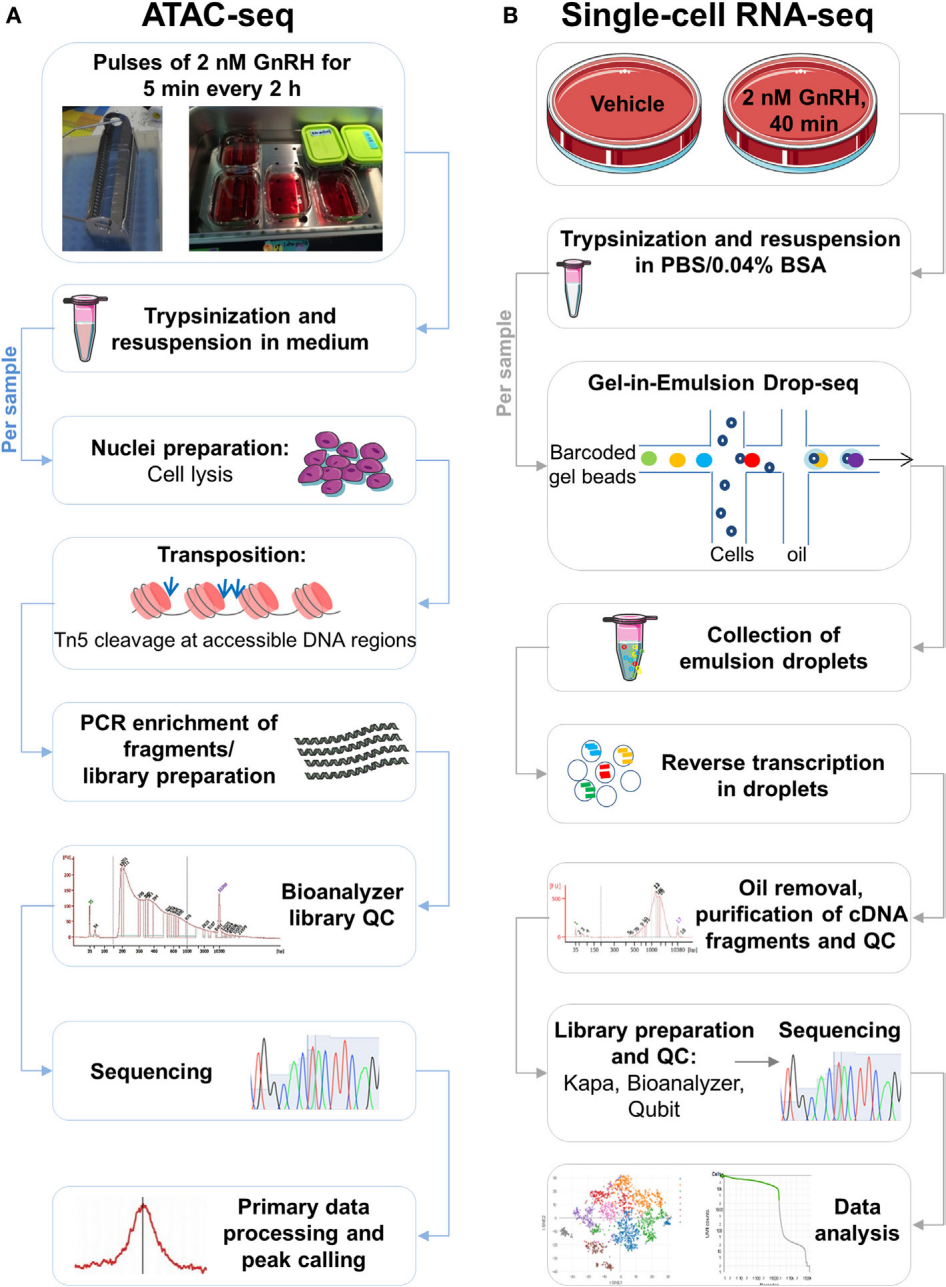
Schematic of the study. **(A)** Assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) workflow. Following treatment with pulses of gonadotropin-releasing hormone (GnRH), LβT2 cells cultured in coverslips placed in racks [see in Ref. (9)] were harvested by trypsinization and resuspended in medium, as indicated. Cell samples were lysed, generating crude nuclei preparations. Next, the transposition reaction was performed in the presence of Tn5 transposase, which cuts and ligates adapters at DNA regions of increased accessibility. The quality of the transposed DNA fragment libraries was assessed using a Bioanalyzer. Libraries were sequenced, mapped to the genome, and processed bioinformatically, and accessible genomic regions were detected (peak calling). **(B)** Single-cell (SC) RNA-seq [gel bead-in-emulsion (GEM) Drop-seq] workflow. Following treatment with GnRH or vehicle, cultured LβT2 cells were harvested by trypsinization and resuspended in a PBS BSA-containing buffer. Cell samples were loaded on a microfluidic chip, combined with reagents and barcoded gel beads to form Gel beads in Emulsion (GEMs), and then mixed with oil. The resulting emulsions were collected and reverse transcribed in SC droplets. Oil was removed, and barcoded cDNA was amplified, purified, and subject to quality control (QC) assessment. Amplified cDNA was incorporated into libraries, which were subsequently subject to QC evaluation using Kapa, Bioanalyzer, and Qubit. Libraries were pooled for sequencing and demultiplexed for subsequent analyses.

## Materials and Methods

### Cell Culture and Treatment

Gonadotropin-releasing hormone was purchased from Bachem (Torrance, CA, USA). LβT2 cells were obtained from Dr. Pamela Mellon (University of California, San Diego, CA, USA). Cells were cultured at 37°*C* in DMEM (Mediatech, Herndon, VA, USA) supplemented with 10% fetal bovine serum (FBS; Gemini, Calabasas, CA, USA) in a humidified air atmosphere of 5% CO_2_. Cells were frozen in freezing medium containing 70% DMEM, 20% FBS, and 10% DMSO (Sigma) and maintained in liquid nitrogen. Cell line authentication was achieved by comparing our cells with an early passage aliquot of LβT2 cells provided by Dr. Mellon and used as a standard reference (Idexx Bioresearch, Columbia, MO, USA). Our results confirmed that our LβT2 cells were *Mycoplasma* free, were of mouse origin, and had similar markers as the original cell line aliquot.

Protocols for GnRH stimulation were selected to provide well-characterized response patterns. Hence, early gene responses in LβT2 cells are sensitive to GnRH concentration, while Fshb transcript levels respond to variations in both GnRH concentration and pulse patterns (9, 13). Because GnRH stimulation of LβT2 cells was previously shown to induce an early gene program, whose transcripts are upregulated within an hour of GnRH exposure (12, 13), a 40- to 45-min GnRH treatment was used in this study to analyze the transcriptome response to GnRH. For the analysis of chromatin accessibility by ATAC-seq, a pattern of pulsatile GnRH exposure was employed to capture the chromatin state that accompanies maximal *Fshb* induction (9, 18).

### Bulk RNA-seq Assay

The generation of the RNA-seq data set that we analyze in this study was previously described (30). Briefly, LβT2 cells were serum starved overnight and stimulated with either 5 nm GnRH or vehicle for 45 min. Each group consisted of four independent replicates. Total RNA (2.5 µg) from each replicate was sequenced at the Mount Sinai Genomics Core Facility using an Illumina platform (Illumina, Inc., San Diego, CA, USA) and a HiSeq 2000 sequencing system (100-nucleotide length, single read type, multiplexing three samples per lane). The RNA-Seq data are deposited in GEO (GSE42120).

### Assay for Transposase-Accessible Chromatin with High-Throughput Sequencing

Assay for transposase-accessible chromatin with high-throughput sequencing was performed as previously described (25) on two replicate samples of LβT2 cells treated with 2 nM GnRH pulses every 2 h for a duration of 6 h and 45 min (4 pulses in total; cells harvested 45 min after last pulse) in a high-throughput GnRH pulse system (9). Briefly, 4,500 cells were washed with cold PBS at 4°C and lysed for 10 min at 4°C. Cell pellets were resuspended in the transposase reaction mix [5 µl 2× TD buffer, 0.5 µl transposase (Illumina) and 4.5 µl nuclease-free water] and incubated at 37°C for 30 min. DNA from the transposase reaction was purified with a DNA Clean & Concentrator-5 Kit (Zymo Research). PCR amplification was performed using Nextera PCR primers. The optimal number of cycles was determined *via* quantitative real-time PCR (qPCR) to stop the amplification before saturation. Libraries were purified with AMPure beads and then quantified using a KAPA Library Quantification Kit (Kapa Biosystems) and High-Sensitivity DNA Bionalyzer kit (Agilent) and sequenced on an Illumina HiSeq 2500 to >164M reads with 50 bp read length, paired-end. The ATAC-seq data are deposited in GEO (GSE102480).

### GEM Drop-seq Assay

Gel bead-in-emulsion Drop-seq was performed as described [10× Genomics, Pleasanton, CA, USA (29)]. Briefly, LβT2 cells were seeded at 350,000 cells per well in 12-well plates for 48 h and treated on day 3 with either 2 nM GnRH or vehicle for 40 min. Cells were then trypsinized and resuspended in medium before being washed and resuspended in 1× PBS/0.04% BSA. Following filtration of the cell suspension, cells were counted on a Countess instrument, and viability was assessed to be above 90% using Trypan Blue. Final concentration was set at 1,000 cells/μl in 1× PBS/0.04% BSA. As a starting point, ~8,000 cells from each sample were loaded into the fluidics chip. Reverse transcription was performed in the emulsion, and cDNA was amplified for 12 cycles before library construction. Quality control (QC) and quantification of the amplified cDNA were assessed using the High-Sensitivity DNA Bioanalyzer kit. Library quality control and quantification were evaluated. The SC data set is deposited in GEO (GSE102480).

### Quantification and QC of RNA and Libraries

RNA concentrations were determined with Quant-iT RiboGreen RNA reagent (Invitrogen, Carlsbad, CA, USA) using a fluorescence microplate reader (SpectraMax M3, Molecular Devices, Sunnyvale, CA, USA). RNA quality was assessed by determining the RNA Integrity Number using Bioanalyzer.

Library QC and quantification were assessed using Nanodrop, Qubit (fluorometric quantitation, ThermoFisher Scientific), Kapa (quantification, Kapa Biosystems), High-Sensitivity DNA Bioanalyzer kit (Agilent), and qPCR of selected genes.

### Quantitative Real-time PCR

Following total RNA isolation, 1 µg of RNA was reverse transcribed with the Affinity Script reverse-transcriptase (Agilent, Santa Clara, CA, USA). Next, samples were diluted 1:20 in molecular biology grade H_2_O (Cellgro, Manassas, VA, USA). SYBR Green qPCR assays were performed (40 cycles) in an ABI Prism 7900HT thermal cycler (Applied Biosystems, Foster City, CA, USA) using 5 µl of cDNA template and 5 µl of master mix containing the specific primers for the targeted gene, Platinum^®^Taq DNA polymerase, and the required qPCR buffer, following the manufacturer’s recommendations. Three technical qPCR replicates were run for each biological replicate. Results were exported as cycle threshold (Ct) values, and Ct values of target genes were normalized to that of *Rps11* in subsequent analysis. Data were expressed as arbitrary units by using the formula, *E* = 2,500 × 1.93(^rps11 CT value − gene of interest CT value)^, where *E* is the expression level in arbitrary units. Primer sequences were as previously described (9, 12).

### Bulk RNA-seq Data Analysis

The RNA-seq data generated about 36–45 million reads per sample. The RNA-seq reads were aligned using STAR (31) v2.5.1b with the mouse genome (GRCm38 assembly) and gene annotations (release M8, Ensembl version 83) downloaded from the https://www.gencodegenes.org/web site. 91–93% of the reads were uniquely mapped to the mouse transcriptome. The matrix counts of gene expression for all eight samples were computed by featureCounts v1.5.0-p1 (32). Differentially expressed genes (5% FDR and at least 2 log2 fold change) were identified using the voom method (33) in the Bioconductor (34) package Limma (35). When comparing the bulk RNA-seq analysis with SC RNA-seq or ATAC-seq data, the transcripts per million (TPM) computed by RSEM (36) was used for the comparison.

### ATAC-seq Data Analysis

Primary data analysis involved read mapping *via* bowtie2 (37) to GRCm38 (mm10), followed by duplicate read removal and peak calling *via* MACS2 (38) with parameters “-g dm –nomodel –shiftsize 100 extsize 200.” For examining correspondence between chromatin accessibility and gene expression (Figure 4A), all peaks were first annotated to the nearest gene, and the most significant peak score for each gene was selected.

### SC RNA-seq Data Analysis

Single-cell RNA-seq data were processed using the Cell Ranger pipeline v1.3, which provides a data matrix of expression for all genes and all cells. Differentially expressed genes were analyzed using the sSeq method (41), as implemented in the R package cellrangerRkit v1.1. The cell phase computation for the single cells follows the ideas described in the Supplementary Material of the study by Macosko et al. (28) with our own customized R script implementation. A schematic of the cell phase score computation is described in Figure 6A. The t-SNE analysis (42, 43) was performed using the implementation from the Cell Ranger pipeline.

## Results

### Transcriptome Profiling of LβT2 Cells

To characterize the transcriptome response to GnRH in LβT2 cells for comparison with the chromatin accessibility and SC studies described below, we analyzed an RNA-seq experiment in which LβT2 cells were exposed to either GnRH (5 nM) or vehicle for 45 min [(30); n = 4 for each group]. We identified 112 differentially expressed genes relative to the control (>4-fold at FDR < 0.05, see Figure 2A; Figure S1 in Supplementary Material and Table S1 in Supplementary Material), including a large number of early gene transcripts that are known to be regulated by GnRH in gonadotropes, such as Egr1, Fos (c-Fos), and Jun (c-Jun) (12, 45, 46). As is evident from the asymmetrical expression change versus significance volcano plot (Figure 2B), the majority of regulated transcripts were upregulated at this time point. The plot highlights the most highly upregulated genes, which include Jun, Fos, Fosb, Egr1, Egr2, Egr3, Egr4, Nr4a3, and Nr4a1.

**Figure 2:**
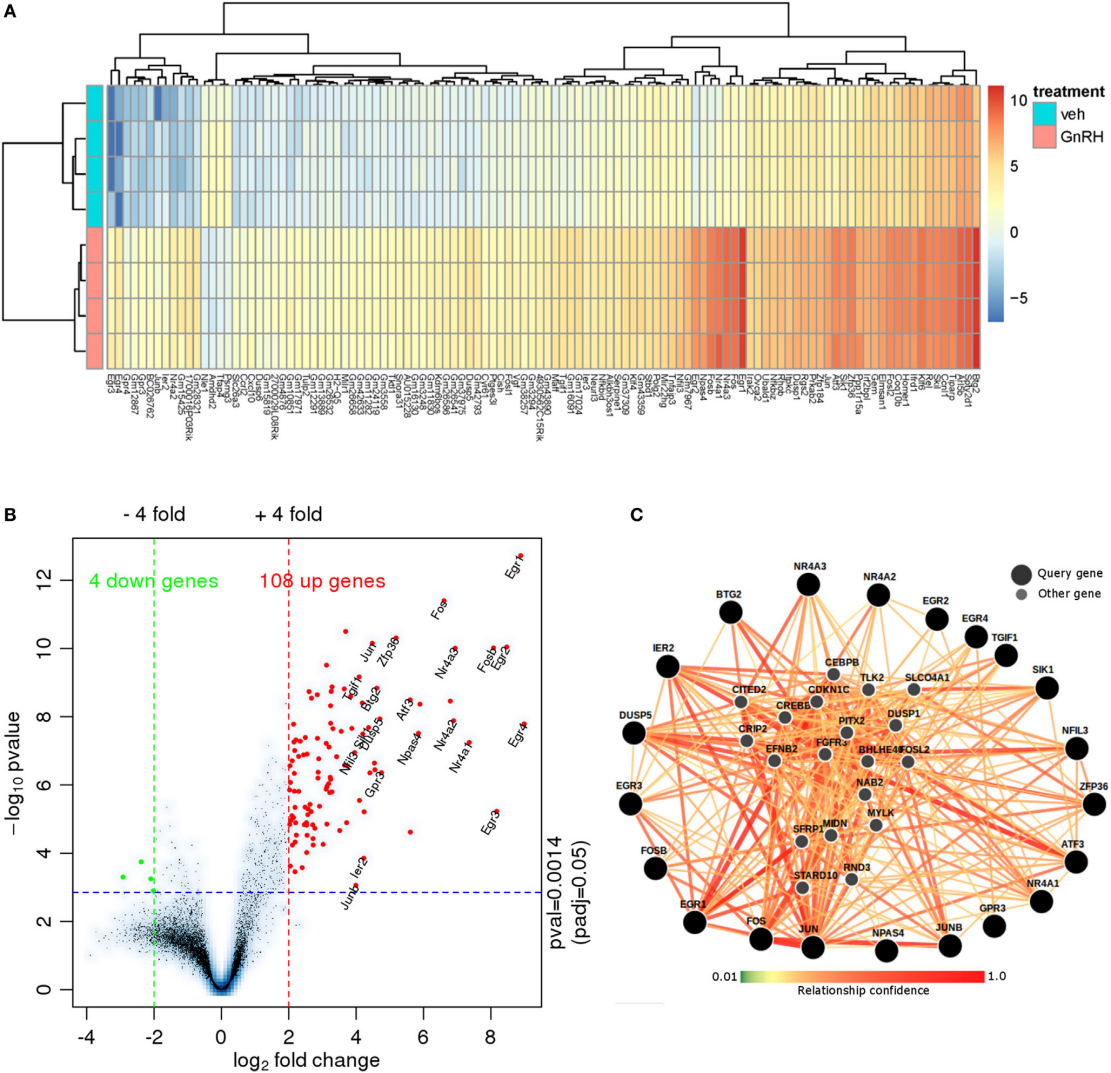
RNA-seq data analysis. **(A)** Heat map of RNA-seq expression data showing the genes that were differentially regulated following treatment with 5 nM gonadotropin-releasing hormone (GnRH) for 45 min. Gene expression is shown in normalized log2 counts per million. Differentially expressed genes were selected based on a fourfold change and FDR < 0.05. **(B)** Volcano plot with the log2 fold changes in gene expression after GnRH treatment on the x-axis and the statistical significance (−log10 *p* value) on the y-axis. The gene symbols of 21 annotated genes with at least a 16-fold expression change are displayed. **(C)** Functional network analysis of the top 21 genes using (Genome-scale Integrated Analysis of gene Networks in Tissues) (39). Nodes related to those 21 genes are shown (smaller markers) in this human hypophysis (pituitary) data-driven Bayesian functional network.

We investigated the functional relationships of the 21 highest fold-change annotated GnRH-regulated genes in the context of a human pituitary gene network using Genome-scale Integrated Analysis of gene Networks in Tissues [GIANT; Figure 2C; (39)]. GIANT uses a massive public data compendium to infer tissue-specific data-driven functional gene–gene relationships. The output of a GIANT analysis is a graph indicating the strength of the functional relationship of each pair of the input genes in the pituitary, as well as the inference of additional highly related genes. The edges connecting the nodes indicate the statistical strength of the evidence for that relationship in the human pituitary. Notably, the highest regulated genes form highly interrelated subgroups (e.g., *Jun*/*Fos*/*Ier2*), and many highly related inferred genes are regulated by GnRH (e.g., *Dusp1, Nab2*) or known to be central to key gonadotropin developmental or regulatory processes [e.g., *Pitx2*; Table S2 in Supplementary Material; (12, 14, 47–50)]. Included among the statistically significant gene enrichment set were MAPK signaling and SMAD protein signaling (Table S3 in Supplementary Material). Overall, this analysis reveals a coordinated gene program activated by short-term GnRH exposure.

### Genome-Wide Mapping of Chromatin Accessibility in LβT2 Cells

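LβT2 cells are an immortalized mouse gonadotrope line. In the assay, 2 replicate samples received pulses of 2 nM GnRH every 2 h over 6 h 45 min. This made 4 pulses, and the harvest followed the last of them by 45 min. No sample without GnRH was analysed here, so the values describe 1 condition with n = 2. According to the methods, the authors mapped paired-end reads to GRCm38 with bowtie2, removed duplicate reads and called peaks with MACS2 with the options "-g dm" and an extension of 200 bp. Peaks had been called for each replicate on its own. Each deposited list gives the position and summit of a peak with the authors' own values for that peak, namely a peak score, the fold enrichment over the background, and −log10 of p and q. The peak score was the whole-number part of 10 times −log10 q in 100% of the peaks of each replicate. These are the authors' values. They were used to rank and filter peaks within a list, and their means and rank correlation over both replicates describe how the lists compare. The lists do not give read totals, so the depth was read from the values themselves. The fold values of each list were solved for the number of extended tags at each summit and for 1 expected number. A single expected number of 3.05 tags for replicate 1 and 3.54 for replicate 2 accounted for the fold of all peaks. The p-values served as a check. For peaks with a −log10 p below 200, the recomputed value lay within 1.53e-04 of the deposited one, and stronger peaks were not checked in this way. The lowest peak held 10 tags at its summit in replicate 1 and 11 in replicate 2, and the median peak 14 and 16. These backgrounds correspond to 1830016 and 2121371 tags if the genome size was the fly preset of MACS2, and to 28517742 and 33058026 tags if it was the mouse preset. At such tag numbers a peak near the threshold rests on few tags. A region without a peak is one where none was detectable at this depth and background. From the lists, the positions of the peaks were compared between replicates, with gene annotation (GENCODE vM21 and RefSeq on GRCm38) and with the genome sequence. A summit was called single-copy when the 50 bp centred on it occurred at 1 place of the genome and multi-copy when it occurred at more. This was counted for the 57979 summits of replicate 1 and 64466 of replicate 2 on the assembled chromosomes and the mitochondrial genome. The other 540 and 518 summits, on sequences not placed in a chromosome, belong to neither class.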

To map open chromatin regions, we carried out ATAC-seq in LβT2 cells treated with GnRH (Figure 1A). ATAC-seq uses the hyperactive Tn5 transposase, loaded with adapters for high-throughput DNA sequencing, to integrate into regions of accessible chromatin. The resulting DNA fragments, generated from locations of open chromatin, are amplified, sequenced, and computationally mapped to the genome to obtain a genome-wide accessibility landscape (24, 25). The ATAC-seq libraries and the sequence data showed a characteristic ~200 bp size distribution periodicity (Figure 3A), reflecting individual nucleosome occupancy patterns and confirming specific transposase activity and assay accuracy. 

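The list of replicate 1 held 58519 peaks and that of replicate 2 held 64984, a mean of 61752 ± 4571 (SD, n = 2). No peaks overlapped within a list. The median width was 298 bp in replicate 1 and 335.5 bp in replicate 2, and the peaks covered 26638367 bp and 32219845 bp. The median fold enrichment was 3.70 and 3.75. The number of peaks depended most on the threshold: with −log10 q of at least 10, the mean was 9679 ± 4578 (SD, n = 2). Among the summits with a counted copy number, multi-copy sequence held 66.9% in replicate 1 and 61.2% in replicate 2, against 14.0% of 19415 random positions.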

Primary data analysis (see Materials and Methods) identified more than 58,000 statistically significant regions of open chromatin (peaks). The open chromatin map was found to be reproducible across independent samples and libraries. 

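Of the 58519 peaks of replicate 1, 59.1% overlapped a peak of replicate 2 by at least 1 bp, and 51.6% of the 64984 peaks of replicate 2 overlapped a peak of replicate 1. In 100 random placements of the peaks on the same chromosomes, the overlap averaged 3.13% and 2.81% and never exceeded 3.30% and 2.98%. When the overlap had to cover at least 50% of both peaks, the mean of both shares fell from 55.4% to 34.0%, and with summits within 100 bp of each other it was 29.1%. Peaks within 1 kb of a TSS were shared more often, at 86.0% in replicate 1 and 61.7% in replicate 2. Over the 32294 pairs of overlapping peaks, −log10 q had a Spearman rho of 0.626 between replicates, and its log10 a Pearson r of 0.723. This correlation is across peaks, which are not independent replicates. For the 10960 pairs with single-copy summits, a restriction chosen after seeing the data, rho was 0.710. With both lists restricted in this way, the shared fraction was 59.5% in replicate 1 and 44.1% in replicate 2. Against the full list of the other replicate, 66.9% and 49.6% of the peaks with single-copy summits were shared. For multi-copy summits these shares were 54.9% and 52.6%.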

We note that, while determining whether chromatin accessibility changes with GnRH exposure is an important question, the present study was intended only to provide a baseline analysis of open chromatin structure. Performing a reliable comparative analysis of changes in specific regions with GnRH stimulation would require assaying a large number of samples, which was not feasible for this investigation.

**Figure 3:**
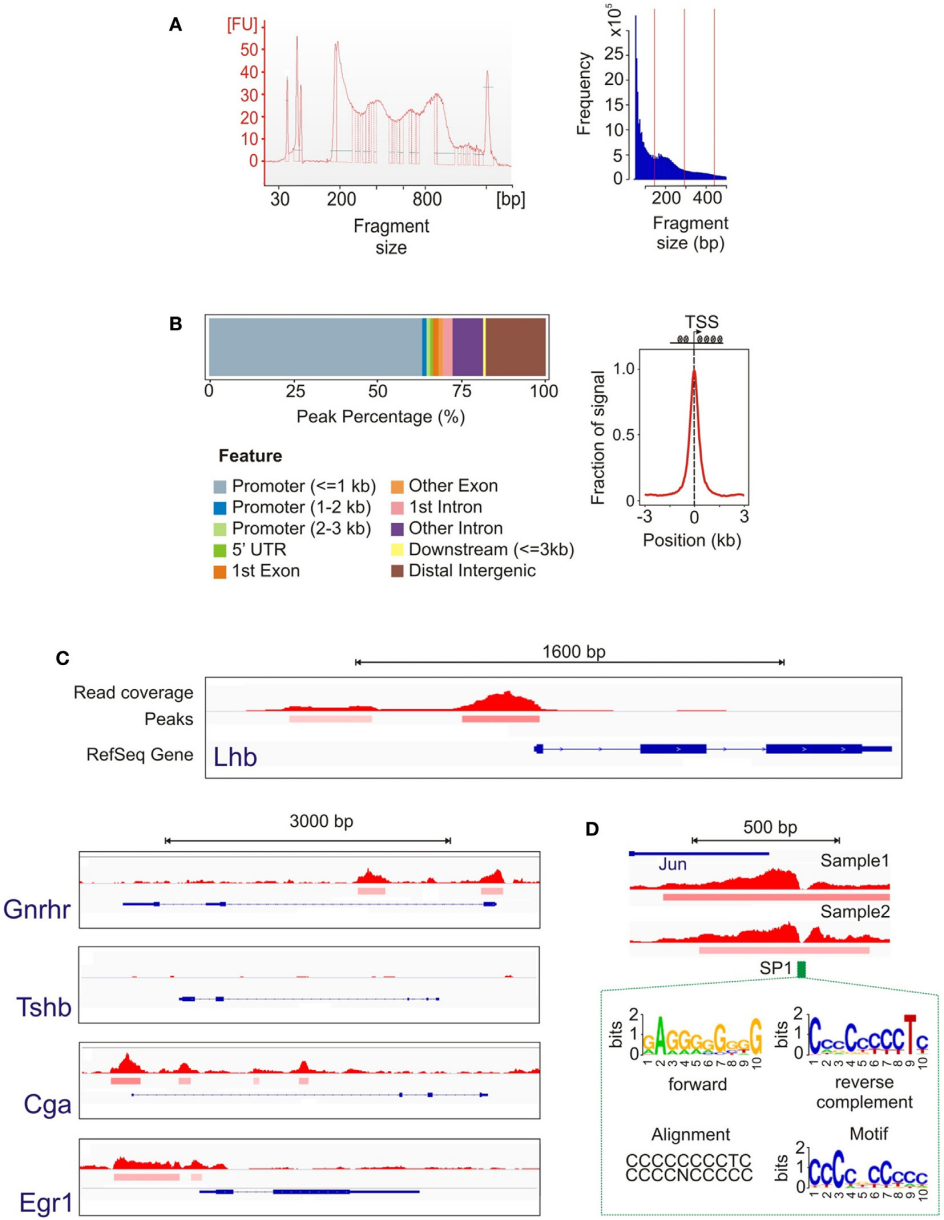
Assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) data analysis. **(A)** Library and sequence fragment size distribution showing a periodicity characteristic of the effect of nucleosome binding. **(B)** Position of open chromatin peaks with respect to genomic features shows their genome-wide distribution are concentrated around the active transcription start sites (TSS), indicating that TSS are enriched for open chromatin. **(C)** Representative loci of genes showing the open chromatin signal. The top track represents the read coverage (density of sequence reads) at each location. The middle peak track indicates genomic regions that achieve statistical significance for chromatin accessibility. The bottom track shows the RefSeq gene annotation (intron/exon locations, transcription direction, etc.). As expected, accessible chromatin segments were detected around the promoter regions for *Lhb, Gnrhr, Cga*, and *Egr1*, but not for *Tshb*. **(D)** Example of transcription factor binding identification based on the footprint analysis of the open chromatin signal. The notch in the open chromatin region corresponds to the location of a consensus SP1 site. The HOMER analysis suite utilized (40) calculates a data-driven motif model from our ATAC-seq peak data, shown in forward and reverse configurations, and then associates this motif with known motifs. In this example, the known SP1 consensus motif is nearly identical to the data-driven motif.

We examined the 2,000 most prominent open chromatin regions (showing the highest peak scores; see Materials and Methods) with respect to their location relative to annotated genomic features. 

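In each replicate, the 2000 peaks with the highest −log10 q were assigned to the first matching feature in the order of Fig. 3B. Promoters within 1 kb of a TSS took 52.1% of these peaks in replicate 1 and 70.4% in replicate 2, a mean of 61.3% ± 12.9 (SD, n = 2), and introns took 13.9% and 8.75%, a mean of 11.3% ± 3.61 (SD, n = 2). Together, the 2 features held 66.0% and 79.2% of the peaks, a mean of 72.6% ± 9.33 (SD, n = 2). Random placement of the peaks gave a mean of 10.1% for promoters within 1 kb, 29.2% for introns and 39.3% for both, and no placement exceeded 41.9% for both. The share above random placement thus came from promoters, while introns held fewer of these peaks than random placement in both replicates. Promoters were assigned before introns, so a high promoter share lowers the intron share by construction. The intron values alone therefore do not show that introns were depleted. Distal intergenic sequence held 20.0% ± 7.07 (SD, n = 2), against 43.6% at random. The set of peaks moved the result most, since over all peaks promoters within 1 kb and introns held 41.2% ± 2.19 (SD, n = 2). Multi-copy summits made up 42.1% of the 2000 peaks in replicate 1 and 23.9% in replicate 2, and single-copy summits 52.9% and 74.6%, with the rest outside both classes. Among those with multi-copy summits, 29.1% and 45.5% lay in promoters within 1 kb, compared with 74.2% and 79.7% among those with single-copy summits.

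**Figure D1:**
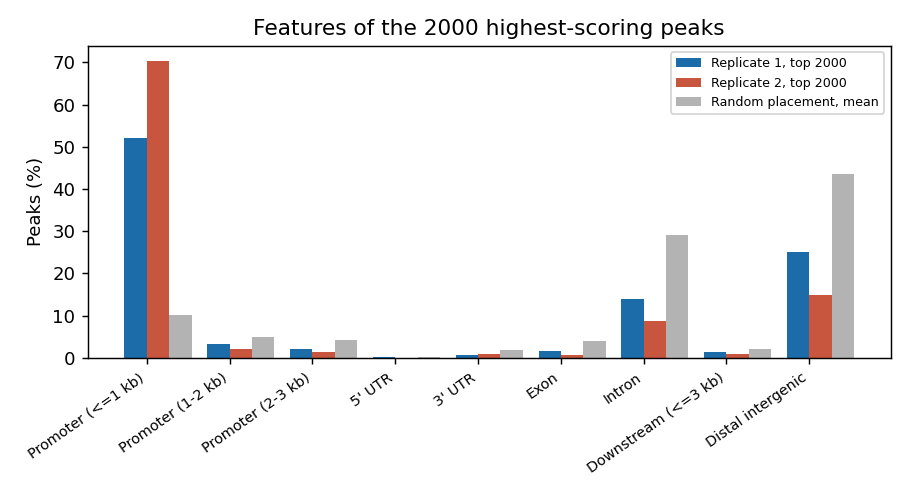
Share of the 2000 highest-scoring peaks in each genomic feature, in percent, for replicate 1 (blue) and replicate 2 (red), with the mean of random placements (grey). Promoters within 1 kb of a TSS hold 52.1% and 70.4% of the peaks against 10.1% at random, and introns 13.9% and 8.75% against 29.2%.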

Approximately 75% of these peaks were located in immediate gene promoters or introns, which is consistent with open chromatin in the proximal regions of transcriptionally active genes (Figure 3B). 

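The deposited lists hold peaks and not sequence fragments, so the distance of each summit to the nearest TSS was used. Within 1 kb of a TSS lay 9013 summits of replicate 1 (15.4%) and 12274 of replicate 2 (18.9%), a mean of 17.1% ± 2.46 (SD, n = 2). Random placements averaged 6.05% and 6.08%, with a highest value of 6.25% and 6.28% over 100 placements. From 3 kb upstream to 3 kb downstream in bins of 100 bp, the bin from −100 to 0 bp was the highest in both replicates, with 2425 and 3688 summits against 219 and 243 at random. The share within 1 kb was higher for strong peaks, at 58.1% ± 13.8 (SD, n = 2) of the 2000 peaks with the highest −log10 q. It was also higher for single-copy summits, at 37.7% and 41.4%.

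**Figure D2:**
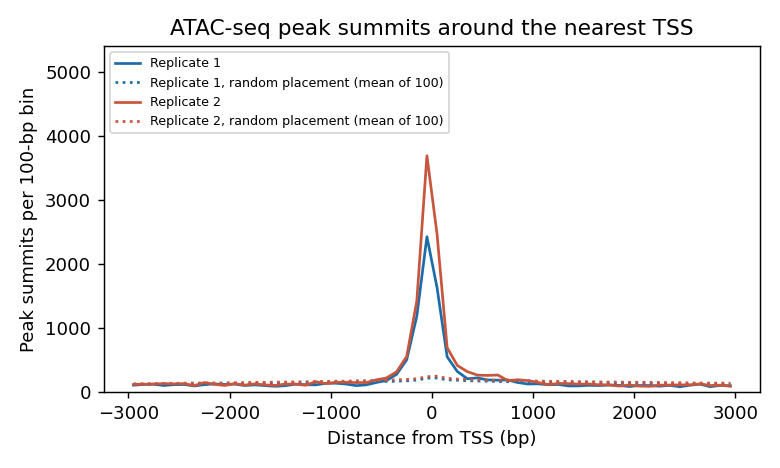
Number of peak summits per 100-bp bin (vertical axis) by distance from the nearest TSS in bp (horizontal axis) for replicate 1 (blue) and replicate 2 (red). Dotted lines give the mean of 100 random placements. Both replicates peak in the bin from −100 to 0 bp, at 2425 and 3688 summits.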

Focusing on the sequence fragments in genomic areas flanking the transcription start sites (TSS, −3 to 3 kb), we observed a distribution highly preferential to the regions in close vicinity to the TSS (Figure 3B). We next examined chromatin state in the proximal promoter regions of several key genes (Figure 3C). 

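A promoter was taken as 1 kb on either side of any annotated TSS of a gene, and its highest peak is given. The Lhb promoter on chromosome 7 had a −log10 q of 49.1 ± 16.2 (SD, n = 2). At Cga on chromosome 4, the peak ran from 34892972 to 34894158 in replicate 1 and from 34892904 to 34894029 in replicate 2, with a −log10 q of 12.0 and 36.0 and a fold enrichment of 8.83 ± 3.41 (SD, n = 2). At Gnrhr on chromosome 5, the peak ran from 86197180 to 86198347 in replicate 1 and from 86197192 to 86198191 in replicate 2, with a −log10 q of 9.36 and 18.0 and a fold enrichment of 6.59 ± 1.28 (SD, n = 2). The Egr1 promoter on chromosome 18 held a pair of peaks in each replicate. The highest ran from 34860817 to 34861170 in replicate 1 and from 34859788 to 34860891 in replicate 2, with a −log10 q of 9.36 and 15.2 and a fold enrichment of 6.26 ± 0.82 (SD, n = 2). The summits of these Egr1 peaks lay apart, at 34860860 in replicate 1 and 34859897 in replicate 2. Their SD is therefore not the spread of a single site. The Tshb gene lies on chromosome 3 from 102775465 to 102782718 and had no peak within 1 kb of a TSS in either replicate. Its nearest peak lay 30.3 kb from the TSS in replicate 1 and 30.0 kb in replicate 2. The summits of the peaks given for these promoters were single-copy. Over a list of 11 genes, namely these 5 with Fshb, Jun, Egr2, Egr4, Fosb and Atf3, a promoter peak was present for 8 in replicate 1 and 9 in replicate 2. With −log10 q of at least 10, it was present for 3 in replicate 1, namely Lhb, Cga and Jun, and for 9 in replicate 2. Fos, which is not on this list, had a promoter peak in both replicates, with a −log10 q of 5.50 and 9.22, so it did not reach 10 in either.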

While open chromatin peaks were detected at genes that are either constitutively expressed in LβT2 cells (*Gnrhr*) and/or regulated by GnRH (*Lhb, Cga*, and *Egr1*), chromatin was closed at the *Tshb* gene that is not expressed in gonadotropes. To gain insight into the overall transcriptional regulatory state of these cells, we used the HOMER tool to determine TF binding motifs showing enrichment among all open chromatin regions (40). The enrichment results show extremely high statistical significance (see Table S4 in Supplementary Material), reflecting the high power of this global analysis. Finding highly enriched global binding motifs for the TFs Smad2 and Six6, which have been implicated in *Fshb* gene expression (51, 52), suggests that this analysis is likely to have generated useful leads for further study. In these high-resolution ATAC-seq data, we were also able to observe TF footprints, which create a notch in a region of otherwise open chromatin due to the presence of a bound TF. 

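HOMER was not run here. Instead, 15 consensus sequences fixed before the data were examined were counted within 100 bp of the summits and in windows of the same size 2 kb to each side that overlapped no peak. Fisher's exact test (two-sided) was used for each motif and replicate, with Benjamini-Hochberg adjustment over the 15 motifs. Windows are not independent replicates, so both replicates are given. The SMAD palindrome GTCTAGAC was found in 0.119% of the summit windows of replicate 1 and 0.129% of those of replicate 2, against 0.0959% and 0.117% of the background windows, a log2 ratio of 0.23 ± 0.12 (SD, n = 2; adjusted p = 0.211 and 0.559, Fisher's exact test). The repeated SMAD half-site AGACAGAC was found less often than in the background, with a log2 ratio of −0.29 ± 0.04 (SD, n = 2; adjusted p = 6.16e-07 and 3.52e-10, Fisher's exact test). The Six-type sequence TCAGGTTTC had a log2 ratio of 0.08 in replicate 1 (adjusted p = 0.68, Fisher's exact test) and 0.49 in replicate 2 (adjusted p = 0.00178, Fisher's exact test). The shorter Six-type core TCAGRWT had a log2 ratio of −0.14 ± 0.02 (SD, n = 2; adjusted p = 4.16e-20 and 2.94e-16, Fisher's exact test). Of the 15 motifs, 6 were more frequent at summits in both replicates, with log2 ratios of 3.36 ± 0.09 for EGR1, 2.92 ± 0.44 for CTCF, 2.82 ± 0.14 for SP1, 1.05 ± 0.28 for CRE, 0.41 ± 0.04 for NFY and 0.35 ± 0.19 for SF1 (SD, n = 2 for each). Another 6 were less frequent in both replicates, namely the SMAD half-site, the Six-type core, LHX at −1.27 ± 0.08, PITX at −0.65 ± 0.08, GATA at −0.38 ± 0.03 and AP1 at −0.15 ± 0.03 (SD, n = 2 for each). Both lists changed with the windows compared. Against windows matched on GC content, 4 motifs were more frequent at summits in both replicates, namely CTCF, SP1, GATA and the Six-type core, and EGR1, NFY and CRE were in neither. Matching left out most summit windows with an EGR1 match, which fell from 243 to 56 in replicate 1 and from 373 to 51 in replicate 2. The matched result for EGR1 thus does not cover most of its matches. With windows 5 kb to each side, the Six-type core was more frequent in both replicates and the SMAD half-site in replicate 1. With summits in single-copy sequence only, a restriction chosen after seeing the data, 8 motifs were more frequent in both replicates, namely the 6 above, AP1 and the SMAD palindrome, which had a log2 ratio of 0.74 ± 0.17 (SD, n = 2).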

As an example, Figure 3D shows a notch detected in the otherwise open *Jun* promoter that precisely matches an SP1 consensus site. This finding is consistent with the known role of SP1 in mediating induction of this gene (53).

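Read coverage was not analysed here, so the notch itself could not be measured. The Jun gene lies on the minus strand of chromosome 4 from 95049034 to 95052222. Its promoter peak ran from 95051717 to 95052901 in replicate 1 and from 95051465 to 95053446 in replicate 2, with 29 and 52 tags at the summit, a −log10 q of 15.7 and 38.3 and a fold enrichment of 9.55 ± 3.02 (SD, n = 2).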

To examine the relationship of the epigenetic landscape and the global pattern of mRNA expression, we compared the ATAC-seq and RNA-seq data. While the GnRH treatment conditions used for ATAC-seq versus RNA-seq experiments differed, they were both compatible with early gene induction. Indeed, previous analysis of temporal responses of the early genes *Fos* and *Egr1* in response to GnRH pulse stimulation demonstrated that they are highly expressed within 40 min after the fourth pulse (9). In this analysis, we identified the open chromatin peak showing the highest ATAC-seq peak score associated with each annotated gene. This estimate of chromatin accessibility for each gene was plotted against its level of expression following GnRH treatment using the RNA-seq data (Figure 4A). 

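Each peak was assigned to the gene with the nearest TSS among all GENCODE genes, and the highest −log10 q of the assigned peaks was taken for each gene. A gene's percentile is its rank among the genes with an assigned peak. In replicate 1, 21294 genes had a peak, and in replicate 2, 24264. The assignment depends on the set of genes. With protein-coding genes only, 12207 and 14237 genes had a peak, and with RefSeq curated transcripts, a set chosen after seeing the data, 13640 and 16011. The peaks upstream of Fshb were nearest to Gm13903 or Gm24885 when all GENCODE genes were used, so Fshb had no assigned peak, whereas it had peaks with the other 2 gene sets.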

The results show a general pattern of increased chromatin accessibility for expressed genes. Genes found to be highly induced by GnRH (e.g., *Egr1, Egr2, Egr4, Jun, Fosb, Atf3*) tend to show high chromatin accessibility.

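Of the 6 genes, Jun had the highest percentile in both replicates, at 90.2 in replicate 1 and 94.2 in replicate 2. Egr1 stood at 76.0 and 80.0. These came from a promoter peak in replicate 1 and an intergenic peak 26319 bp from the RefSeq TSS in replicate 2. The mean percentile was 76.9 ± 6.33 for Atf3, 70.1 ± 3.26 for Fosb and 69.3 ± 25.7 for Egr2 (SD, n = 2 for each). Egr4 had a peak only in replicate 2, at the percentile 67.8. In replicate 1, the 5 genes with a peak were above the 50th percentile, 2 of them above the 75th and 1 above the 90th. In replicate 2, all 6 were above the 50th percentile, 4 above the 75th and 1 above the 90th. These positions depended on the genes compared. Among protein-coding genes only, replicate 1 had Jun at 84.6, Egr1 at 65.9, Fosb and Atf3 at 61.8 and Egr2 at 40.3, which is below the 50th percentile, and replicate 2 ranged from 54.3 for Egr4 to 90.7 for Jun. The 108 upregulated genes of Table S1 were then compared with 10000 random lists drawn from all genes with a peak. In replicate 1, 48 of them had a peak, with a median percentile of 65.8 (one-sided permutation test, p = 0.0154), and in replicate 2, 58 had a peak, with a median of 74.8 (one-sided permutation test, p = 0.0001, the smallest that 10000 lists can give). The mean of both medians was 70.3 ± 6.42 (SD, n = 2). In replicate 1 the result depended on the genes and peaks that were compared. With protein-coding genes only, the median was 61.8 (one-sided permutation test, p = 0.0965) in replicate 1 and 69.3 (p = 0.0032, same permutation test) in replicate 2. With peaks within 1 kb of a TSS only, it was 56.7 (p = 0.285, same permutation test) and 59.3 (p = 0.109, same permutation test). From the place of such genes in Fig. 4A, the paper states that genes strongly induced by GnRH tend to have highly accessible chromatin.

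**Figure D3:**
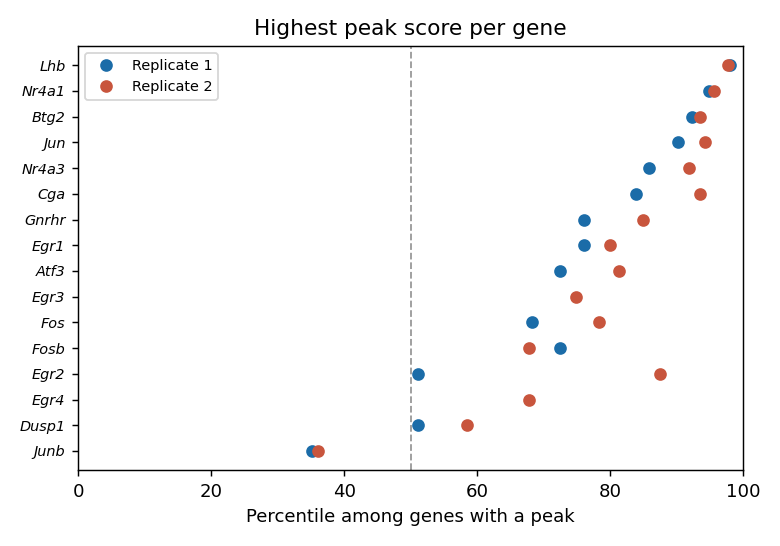
Percentile of the highest −log10 q assigned to each gene among all genes with a peak (horizontal axis), for genes named in the paper (vertical axis), in replicate 1 (blue) and replicate 2 (red). The dashed line is the 50th percentile. Jun lies at 90.2 and 94.2, and Junb at 35.2 and 36.0. A gene without a point for a replicate had no assigned peak there.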

**Figure 4:**
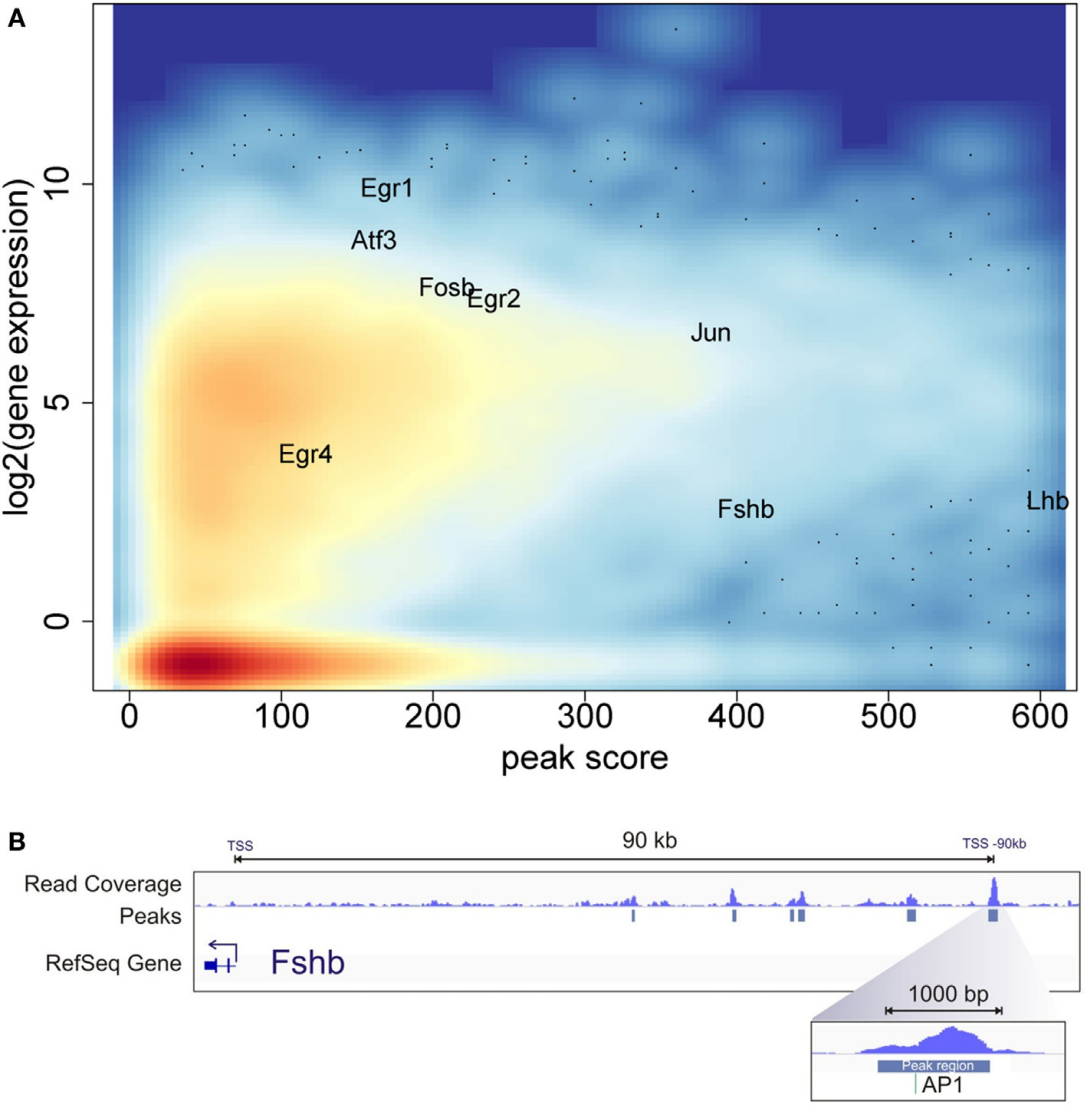
Chromatin accessibility and gene expression landscape. **(A)** Average log2 gene expression for each gene from the RNA-seq experiment compared to the highest assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) peak score associated with the same gene. Color intensity indicates density of gene population, with red representing the highest density and light blue the lowest. **(B)** ATAC-seq and computational analysis of the upstream region of the *Fshb* gene. The top track shows read coverage. The middle track shows the location of significant peak regions. The bottom track indicates the *Fshb* transcription start sites. The direction of *Fshb* transcription is to the left in this diagram. The most distal open chromatin region is the strongest peak detected near *Fshb* and encompasses a consensus AP1 site.

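The highest peak assigned to Lhb had 10 times −log10 q of 376 in replicate 1 and 605 in replicate 2, at the percentiles 98.1 and 97.7 of the genes with a peak. Fshb had no peak assigned to it among all GENCODE genes. With protein-coding genes only, 10 times −log10 q of its highest peak was 102 in replicate 1 and 407 in replicate 2. These values lay at the percentiles 69.6 and 91.5, with 3504 of 12207 genes above Fshb in replicate 1 and 1182 of 14237 in replicate 2. The position of Fshb among protein-coding genes thus differed between replicates by more than that of Lhb, which stood at 96.9 and 96.2 in the same comparison. The Fshb values come from different peaks. In replicate 1 the highest peak lay near 81 kb upstream, with its summit in multi-copy sequence, and in replicate 2 it lay near 90 kb upstream, with a single-copy summit.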

The gonadotropin subunit genes *Lhb* and *Fshb* showed very high levels of chromatin accessibility at specific locations. 

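Lhb lies on the plus strand of chromosome 7 from 45420820 to 45421897. In replicate 1, its peak ran from 45420758 to 45420957 with the summit at 45420875, and a weaker peak with a −log10 q of 2.88 ran from 45420310 to 45420524. In replicate 2, 1 peak from 45420304 to 45421010 covered both, with the summit at 45420869. The summits lay 71 and 77 bp upstream of the RefSeq TSS at 45420946 and rested on 49 and 70 tags. The main peak was 200 bp wide in replicate 1 and 707 bp wide in replicate 2.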

The *Lhb* area of high accessibility, shown in Figure 3C, is centered around the proximal promoter. In contrast, *Fshb* does not show statistically significant open chromatin in the region of the proximal promoter. 

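Fshb lies on the minus strand of chromosome 2 from 107056140 to 107059656. Neither replicate had a peak within 1 kb of its TSS, and the nearest peak was 47.3 kb away in both. A peak needed at least 10 tags at its summit in replicate 1 and 11 in replicate 2, so a promoter with fewer would not have been listed.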

Notably, several significant open chromatin peaks were found between −40 and −90 kb upstream of the *Fshb* TSS. 

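Each replicate had 6 peaks within 100 kb upstream of the Fshb TSS, and each of the 6 overlapped a peak of the other replicate. Their summits in replicate 1 were at −47.4, −59.3, −66.7, −67.6, −80.8 and −90.4 kb from the TSS. The mean −log10 q was 4.26 ± 2.75 at the nearest, 11.6 ± 10.5 at the second, 4.32 ± 2.68 at the third, 11.4 ± 4.08 at the fourth, 9.71 ± 0.70 at the fifth and 25.0 ± 22.1 at the most distal (SD, n = 2 for each). The summits near 47 and 81 kb lie in multi-copy sequence, with 4148 places in the genome for the first, and 2548 in replicate 1 and 710 in replicate 2 for the other. With −log10 q of at least 10, 1 peak was left in replicate 1, the one near 81 kb in multi-copy sequence, and 3 in replicate 2, those at −59.3, −67.5 and −90.4 kb, so no peak passed in both. In replicate 1 the peak near 81 kb held 23 tags and the most distal one, which missed the threshold, 22. Overlapping peaks with single-copy summits had a median of 1.52 times as many tags in replicate 2 as in replicate 1. The threshold was thus not equally strict in both lists.

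**Figure D4:**
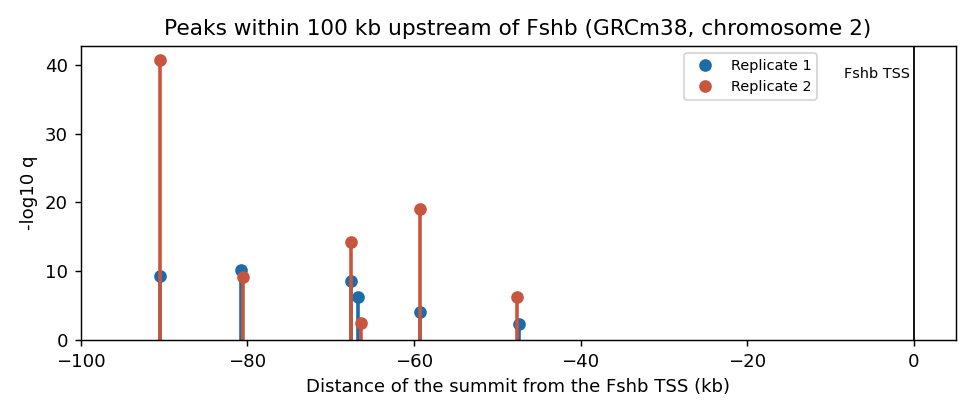
Summits of the peaks within 100 kb upstream of Fshb, with the distance from the TSS in kb on the horizontal axis and −log10 q on the vertical axis, for replicate 1 (blue) and replicate 2 (red). The most distal peak stands at 9.36 in replicate 1 and 40.7 in replicate 2, and no peak lies closer to the TSS than 47 kb.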

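The most distal of these peaks ran from 107149727 to 107150519 on chromosome 2 in replicate 1 and from 107149416 to 107150387 in replicate 2, in distal intergenic sequence, with the summit at 107150066 in both. The 61 bp around the summit, from 107150036 to 107150096, read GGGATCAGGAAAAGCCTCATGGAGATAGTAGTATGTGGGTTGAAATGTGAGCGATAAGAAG and were single-copy at the summit. In replicate 2 it was the highest of the 6 peaks, with 54 tags at the summit against 34 for the next (exact binomial test, two-sided, p = 0.0422). In replicate 1 it held 22 tags against 23 for the peak near 81 kb, a difference within counting error (exact binomial test, two-sided, p = 1). Exact matches to the AP1 consensus TGASTCA numbered 0 in this peak and 0 in the other 5 in each replicate, while the 100 kb upstream of the TSS held 17 matches outside the peaks. With 1 mismatch allowed, a search chosen after seeing the data, the most distal peak held 3 matches in each replicate. Of these, TGTCTCA at 107149849 and TGAGACA at 107150164 lay in the peak of both replicates. Random windows of the same width on chromosome 2 held a mean of 2.46 such matches for replicate 1 and 2.86 for replicate 2.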

The segment of highest chromatin accessibility, at −90 kb, contains a binding motif for AP1, a known *Fshb* regulator [Figure 4B; (14)]. This pattern raises the possibility that this region may represent a distal *Fshb* enhancer.

### SC Transcriptome Analysis of LβT2 Cells and Characterization of Early Gene Response to GnRH

To investigate cell-to-cell variability in gene expression in the gonadotrope response to GnRH, we performed a SC transcriptome analysis of LβT2 cells exposed to either GnRH or vehicle for 40 min using GEM Drop-seq (see Figure 1B). This assay measures the entire transcriptome in thousands of individual cells from each sample. Specifically, we sought to assess cell-to-cell heterogeneity with respect to the individual cell response to GnRH.

We started with ~8,000 LβT2 cells in each sample. The resulting SC RNA-seq libraries all exhibited the expected electropherogram traces on the Agilent Bioanalyzer High Sensitivity Chip, thus passing the QC assessment. In addition, qPCR assays of several early response genes in the library provided further evidence that our SC RNA-seq libraries were suitable for the detection of individual gene expression and regulation (data not shown). We sequenced to a depth of ~300 million reads in the SC libraries from each sample (vehicle- and GnRH-treated LβT2 cells). We obtained good sequence data for 1,992 vehicle-treated and 1,889 GnRH-treated cells, with ~98,000 mean reads/cell and >4,000 median genes/cell above detection threshold. Analysis of the GEM Drop-seq data demonstrated even coverage, with the slow drop-off of expression/cell in the top nearly 2,000 cells being similar in untreated versus GnRH-treated cells (Figure 5A). These features are indicative of a high-quality SC transcriptome data set.

**Figure 5:**
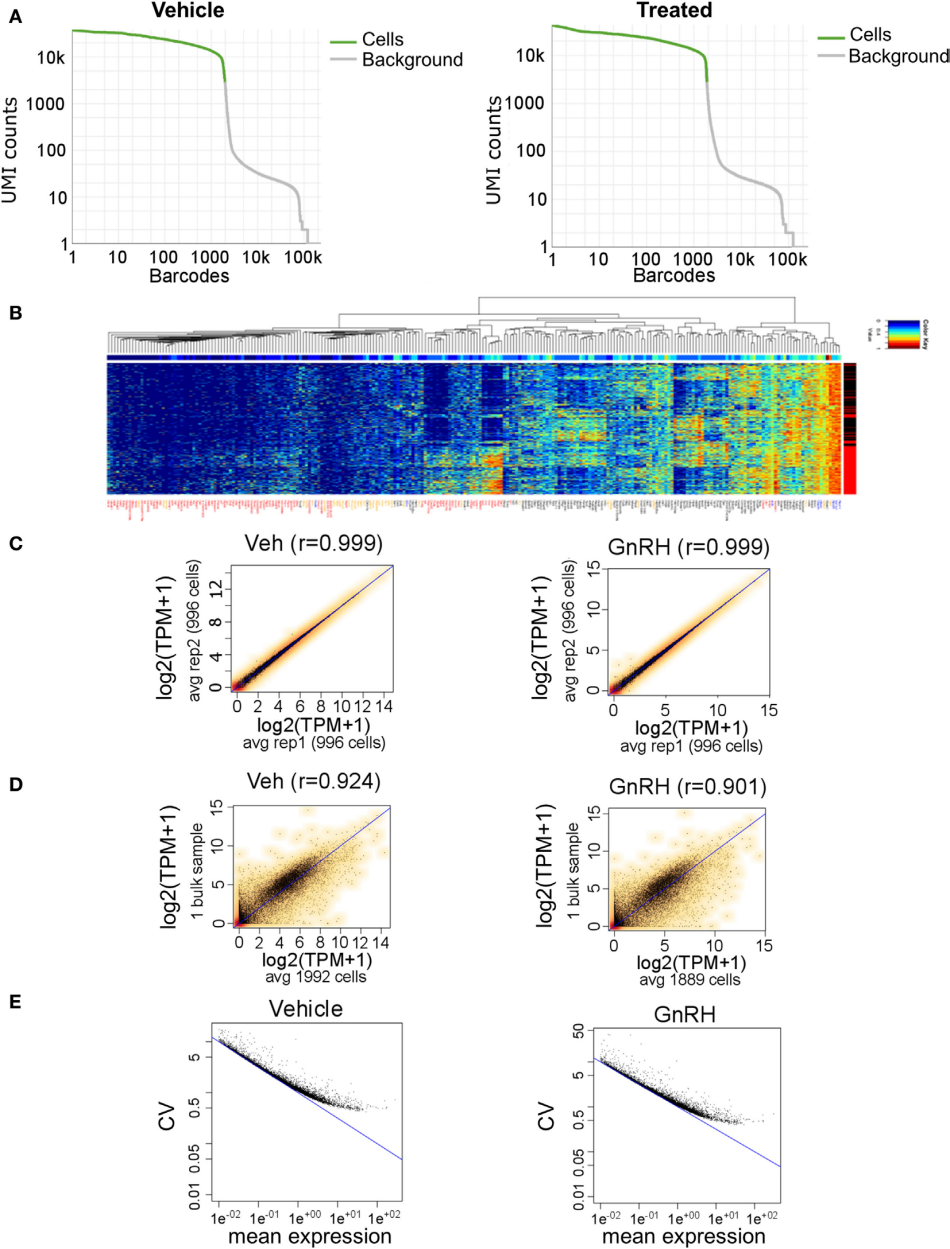
Gel bead-in-emulsion Drop-seq data. Analysis of 3,881 LβT2 cells (1,992 vehicle-treated and 1,889 GnRH-treated cells for 40 min) having a median of 4,027 distinct genes quantified per cell from 380 million reads. **(A)** Drop-off of expression in unique molecular identifiers (UMIs) counts for each cell (barcode), demonstrating even coverage. **(B)** Heat map of selected genes in all 3,881 cells. Each horizontal line is one cell, with red and black on the right side indicating gonadotropin-releasing hormone (GnRH) and vehicle treatment, respectively. Gene symbols are color coded as follows: red, genes that are differentially regulated by GnRH; black, genes that show high cell-to-cell variability in gene expression; yellow, genes that have been involved in gonadotrope gene regulation based on the literature; and blue, housekeeping genes. **(C)** Scatter plots of transcripts per million (TPM) averages obtained for each gene from randomly dividing the population of cells in each sample into two subgroups: vehicle-treated subgroups (left) and GnRH-treated subgroups (right). **(D)** Scatter plots of TPM averaged across all SC and TPM from the bulk RNA-seq data, in either vehicle- or GnRH-treated cells. **(E)** Scatter plots of coefficient of variation versus mean expression level (average number of reads per gene) across all vehicle-treated cells (left) and GnRH-treated cells (right). The blue line denotes the Poisson technical noise, while the black dots signify total variation, which includes cell-to-cell biological variation.

A heat map of selected genes expressed in all 3,881 analyzed cells revealed a global pattern of differential expression between GnRH-treated and vehicle-treated cells (Figure 5B). We identified 95 differentially expressed genes that included known GnRH-regulated immediate-early genes such as *Egr1, Fos, Fosb, Jun, Btg2, Junb*, and *Nr4a1* (Table S5 in Supplementary Material). Notably, we observed high cell-to-cell heterogeneity in response to GnRH, and several GnRH-treated cells even exhibited a gene expression pattern similar to that of untreated cells (Figure 5B; Figure S2 in Supplementary Material). Comparison of SC gene expression measurements averaged across two randomly selected subgroups of 996 cells highlighted the high reproducibility and consistency of the data, as the correlation coefficient was >0.99 in either vehicle- or GnRH-treated cells (Figure 5C). To further evaluate the performance of the digital transcriptome, we compared Drop-seq gene expression measurements averaged across all SC with the bulk RNA-seq measurements analyzed above, in either vehicle- or GnRH-treated cells. Despite the SC and bulk sequencing data sets coming from different experiments, the aggregated Drop-seq data showed high correlation with the bulk RNA-seq data (correlation coefficient >0.90; Figure 5D). The high cell-to-cell variation in the response to GnRH and in gene expression levels results from a combination of technical measurement variation and true cell-to-cell biological variation. To gain a sense of the degree of cell expression measurement resulting from technical noise, we modeled the technical measurement variation by a Poisson distribution [(54); Figure 5E]. Notably, at high levels of expression, the contribution of technical noise is relatively small and supports the presence of high levels of true biological cell-to-cell expression variation in these cells.

### Analysis of Cell Cycle Dependence of the SC Transcriptome of GnRH-Stimulated LβT2 Cells

One limitation in many studies of response to GnRH performed by our group and others in LβT2 cells is that the effects of cell division on GnRH-induced gene regulation are not controlled. LβT2 cultures comprise asynchronously dividing cells. A SC transcriptome experiment provides the possibility of identifying the cell cycle stage of each individual cell and determining whether cell cycle stage influences the response to GnRH. Previous studies in yeast indicate that cell cycle has global effects on protein and RNA synthesis, thus affecting the transcriptional activity (55–57). RNA levels are controlled by transcriptional bursting that can vary during different cell cycle stages (58).

We examined cell cycle state of LβT2 cells as well as the influence of cell cycle phase on gene expression. Comparison of each cell’s average expression with gene sets known to be enriched in one of the five cycle phases [G1/S, S, G2/M, M, and M/G1; Table S6 in Supplementary Material; for reference, see Ref. (44)] enabled alignment of each cell by the cell cycle stage (Figures 6A,B). Consistent with this alignment, a gene associated with the M cycle phase (*Cenpf*) exhibited the highest expression at the M phase and high expression at the G2/M phase (Figure 6C). In contrast, *Cenpf* was poorly expressed at G1/S and moderately expressed at S and M/G1. Likewise, the expression levels of other genes known to be associated with a specific phase of the cell cycle (e.g., *Pcna* with G1/S and S, *Top2a* with both S and G2/M) were highest at that cell cycle phase (Figure S3 in Supplementary Material). On the other hand, immediate-early genes induced by GnRH (e.g., *Egr1, Fos, Junb*) and other GnRH-regulated genes (e.g., *Gdf9*) showed no significant expression change with cell cycle phase (Figure 6C). The overall cell distribution with respect to cell cycle phase was comparable in GnRH-treated cells versus control (vehicle-treated cells) cells (data not shown). Additional analysis showed that the five cycle phases were represented throughout all analyzed cells, with individual cells partly forming clusters based on their cell cycle phase (Figure 6D).

**Figure 6:**
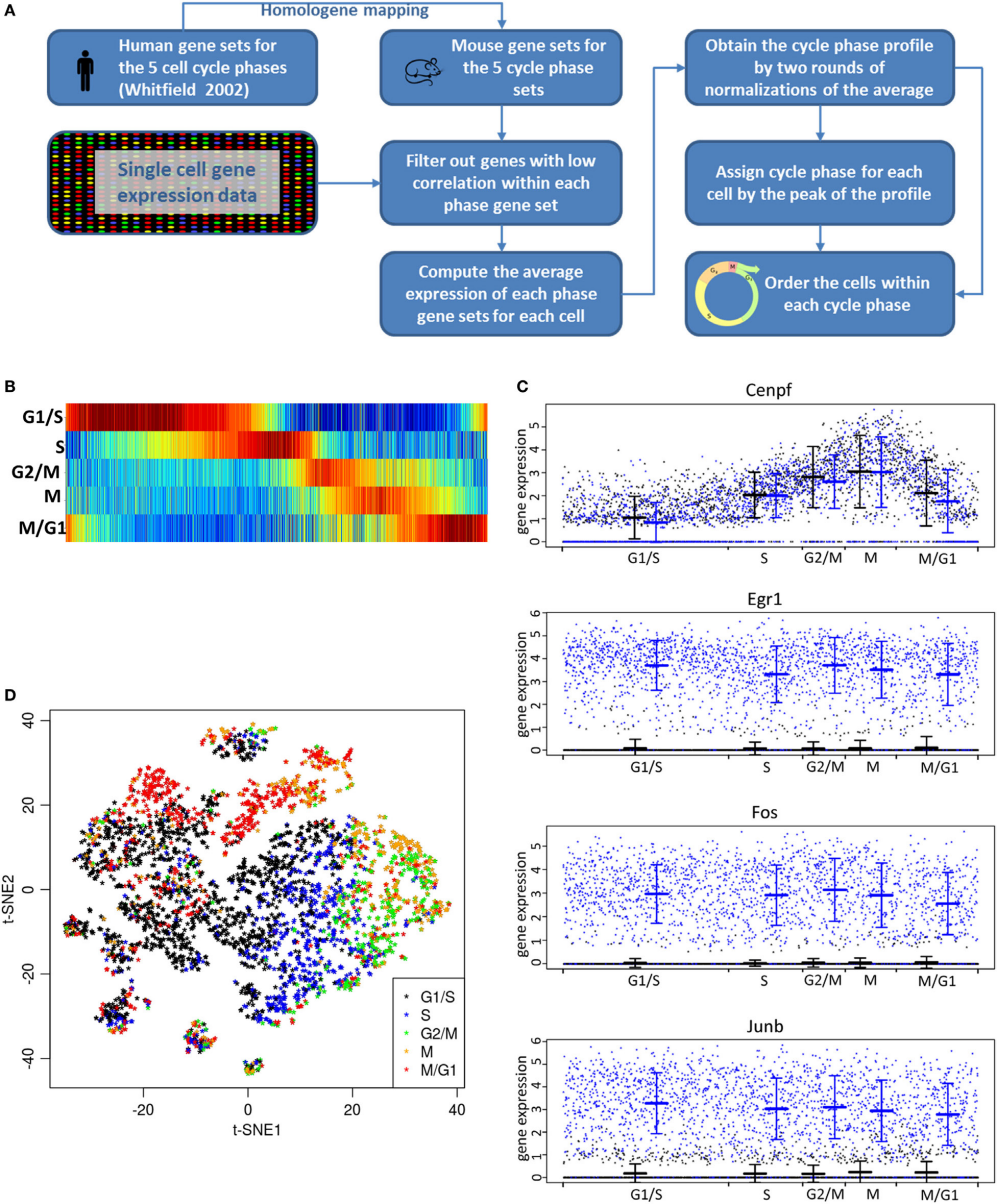
Analysis of effects of cell cycle. **(A)** Flowchart diagram of the cell cycle analysis method. The score computation is based on the Supplemental Material from the study by Macosko et al. (28) with the cell cycle genes taken from their Table S2 in Supplementary Material mapped to mouse gene using Homologene. The gene sets for the five cell cycle phases (G1/2, S, G2/M, M, and M/G1) were determined by comparing cells that were arrested at different cell cycle phases (44). **(B)** Each of the 3,881 (GnRH- and vehicle-treated) cells on the x-axis is aligned by the cell cycle progression. Each vertical line represents one cell with the color code indicating low (dark blue) to high (dark red) score assignment to the cell cycle phase. All cells are ranked by cell cycle progression according to the steps depicted in **(A)**. The five cell cycle phases are indicated by the labels on the horizontal lines. **(C)** Single-cell expression of individual transcripts in relationship to cell cycle phase. Shown is the expression [log2 (TPM + 1)] of a gene associated with the mitotic (M) phase of cell cycle (*Cenpf*) and of GnRH-regulated genes (*Egr1, Fos*, and *Junb*). X-axis indicates cell cycle progression, as derived from **(B)**. The mean and SD for vehicle- (in black) and GnRH-treated cells (in blue) are shown at each cell cycle phase. Note that the expression level of any gene in these cells at any point in the cell cycle can be accurately determined without experimental cell cycle synchronization. **(D)** t-SNE plot of all 3,881 cells based on global expression of all genes (see Materials and Methods). The color of each cell indicates the cell cycle phase as determined in **(B)**. The fact that cells are clustered according to the cell cycle phase indicates that the primary cause of gene expression change is the cell cycle phase change.

## Discussion

In this study, we analyzed the global transcriptional, epigenetic, and single-cell transcriptional landscapes of the LβT2 gonadotrope cell line using RNA-seq data, ATAC-seq data and GEM Drop-seq data, respectively. To our knowledge, this represents the first genome-wide epigenetic characterization and the first SC transcriptome study performed in any gonadotrope experimental system. Our results provide insight into the global transcriptional regulatory processes of these cells and provide data sets and hypotheses to guide further work in this field.

A recent characterization of epigenetics in gonadotrope models reported CpG methylation, DNAse hypersensitivity, and histone modification at regions of several specific genes in several cell lines, including LβT2 cells (59). Their finding of open chromatin correlating with expression at the specific genes investigated corresponds with our genome-wide characterization of this relationship. The global ATAC-seq epigenetic approach that we have pursued opens the avenue to entirely unexpected discovery, such as the putative new *Fshb* enhancer identified as highly open chromatin (see Figure 4B). Further study is needed to evaluate the functional role of this novel putative enhancer.

Analysis of SC transcriptome in vehicle- and GnRH-treated cells demonstrates, for the first time, that there is no influence of cell cycle stage on the gene response to GnRH. The SC variability observed at the level of basal gene expression and gene induction by GnRH is high and largely not explained by the technical variation to which SC transcriptome analysis is prone (60). High levels of SC expression and gene induction variation in LβT2 cells could be anticipated based on previous studies of response variation and noise scale of selected transcripts (61, 62). The cause of this high level of variation in expression and response to GnRH in LβT2 cells and whether it accurately models the expression and response patterns of the intact mouse gonadotrope are unknown. While recapitulating many properties of a mature gonadotrope, LβT2 cells are a transformed cell line generated by tumorigenesis. It is conceivable that the heterogeneity of these cells has been augmented by the process of transformation (63, 64). Cell-to-cell variation in expression and response to stimulation can also result from normal biological variation and stochastic mechanisms (65). Thus, alternatively, this line may faithfully reflect SC expression and response variation and represent an accurate model of the behavior of the primary gonadotrope.

Individual gonadotropes largely function as a SC processor in controlling the reproductive axis and understanding the role of cell-to-cell variation in the engineering of this system is a relevant question to approach through SC biology. Evaluation of chromatin accessibility variation at the SC level [SC ATAC-seq (66, 67)] is also an interesting area for future investigation. The generation of high-quality global ATAC-seq chromatin accessibility and SC GEM Drop-seq transcriptome data should provide a useful resource for the research community.

## Author Contributions

FR-Z and MF designed and performed research, analyzed, and interpreted data; YG, EZ, GN, ST, and HW contributed analytic tools and analyzed data; VN performed research and analyzed data; HP interpreted data and drafted the work; JT analyzed and interpreted data; SC conceived research, analyzed data, and drafted the work. All authors drafted or revised the work critically and approved the final version to be submitted.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] MarshallJCDalkinACHaisenlederDJPaulSJOrtolanoGAKelchRP. Gonadotropin-releasing hormone pulses: regulators of gonadotropin synthesis and ovulatory cycles. Recent Prog Horm Res (1991) 47:155–87; discussion 188–59.174581910.1016/b978-0-12-571147-0.50009-3

[2] HaisenlederDJDalkinACOrtolanoGAMarshallJCShupnikMA. A pul-satile gonadotropin-releasing hormone stimulus is required to increase transcription of the gonadotropin subunit genes: evidence for differential regulation of transcription by pulse frequency in vivo. Endocrinology (1991) 128(1):509–17.10.1210/endo-128-1-5091702704

[3] ChoiSGJiaJPfefferRLSealfonSC. G proteins and autocrine signaling differentially regulate gonadotropin subunit expression in pituitary gonadotrope. J Biol Chem (2012) 287(25):21550–60.10.1074/jbc.M112.34860722549790PMC3375576

[4] AlaridETWindleJJWhyteDBMellonPL. Immortalization of pituitary cells at discrete stages of development by directed oncogenesis in transgenic mice. Development (1996) 122(10):3319–29.889824310.1242/dev.122.10.3319

[5] ThomasPMellonPLTurgeonJWaringDW. The L beta T2 clonal gonadotrope: a model for single cell studies of endocrine cell secretion. Endocrinology (1996) 137(7):2979–89.10.1210/endo.137.7.87709228770922

[6] TurgeonJLKimuraYWaringDWMellonPL. Steroid and pulsatile gonadotropin-releasing hormone (GnRH) regulation of luteinizing hormone and GnRH receptor in a novel gonadotrope cell line. Mol Endocrinol (1996) 10(4):439–50.10.1210/mend.10.4.87219888721988

[7] GrahamKENusserKDLowMJ. LbetaT2 gonadotroph cells secrete follicle stimulating hormone (FSH) in response to active A. J Endocrinol (1999) 162(3):R1–5.10.1677/joe.0.162R00110467239

[8] PernasettiFVasilyevVVRosenbergSBBaileyJSHuangHJMillerWL Cell-specific transcriptional regulation of follicle-stimulating hormone-beta by activin and gonadotropin-releasing hormone in the LbetaT2 pituitary gonadotrope cell model. Endocrinology (2001) 142(6):2284–95.10.1210/endo.142.6.818511356674

[9] SternERuf-ZamojskiFZalepa-KingLPincasHChoiSGPeskinCS Modeling and high-throughput experimental data uncover the mechanisms underlying Fshb gene sensitivity to gonadotropin-releasing hormone pulse frequency. J Biol Chem (2017) 292(23):9815–29.10.1074/jbc.M117.78388628385888PMC5465502

[10] StojilkovicSSCattKJ Calcium oscillations in anterior pituitary cells. Endocr Rev (1992) 13(2):256–80.10.1210/edrv-13-2-2561319898

[11] BjelobabaIJanjicMMTavcarJSKuckaMTomicMStojilkovicSS. The relationship between basal and regulated Gnrhr expression in rodent pituitary gonadotrophs. Mol Cell Endocrinol (2016) 437:302–11.10.1016/j.mce.2016.08.04027569529PMC6364298

[12] WurmbachEYuenTEbersoleBJSealfonSC. Gonadotropin-releasing hormone receptor-coupled gene network organization. J Biol Chem (2001) 276(50):47195–201.10.1074/jbc.M10871620011581274

[13] YuenTWurmbachEEbersoleBJRufFPfefferRLSealfonSC. Coupling of GnRH concentration and the GnRH receptor-activated gene program. Mol Endocrinol (2002) 16(6):1145–53.10.1210/mend.16.6.085312040003

[14] CossDJacobsSBBenderCEMellonPL. A novel AP-1 site is critical for maximal induction of the follicle-stimulating hormone beta gene by gonadotropin-releasing hormone. J Biol Chem (2004) 279(1):152–62.10.1074/jbc.M30469720014570911PMC2930619

[15] NicolLFaureMOMcNeillyJRFontaineJTaragnatCMcNeillyAS. Bone morphogenetic protein-4 interacts with activin and GnRH to modulate gonadotrophin secretion in LbetaT2 gonadotrophs. J Endocrinol (2008) 196(3):497–507.10.1677/JOE-07-054218310445PMC2262182

[16] KanasakiHMutiaraSOrideAPurwanaINMiyazakiK. Pulse frequency-dependent gonadotropin gene expression by adenylate cyclase-activating polypeptide 1 in perifused mouse pituitary gonadotroph LbetaT2 cells. Biol Reprod (2009) 81(3):465–72.10.1095/biolreprod.108.07476519458315

[17] HoCCBernardDJ. Bone morphogenetic protein 2 acts via inhibitor of DNA binding proteins to synergistically regulate follicle-stimulating hormone beta transcription with activin A. Endocrinology (2010) 151(7):3445–53.10.1210/en.2010-007120463050

[18] ChoiSGWangQJiaJPincasHTurgeonJLSealfonSC Growth differentiation factor 9 (GDF9) forms an incoherent feed-forward loop modulating follicle-stimulating hormone beta-subunit (FSHbeta) gene expression. J Biol Chem (2014) 289(23):16164–75.10.1074/jbc.M113.53769624778184PMC4047387

[19] ChoiSGWangQJiaJChikinaMPincasHDoliosG Characterization of gonadotrope secretoproteome identifies neurosecretory protein VGF-derived peptide suppression of follicle-stimulating hormone gene expression. J Biol Chem (2016) 291(40):21322–34.10.1074/jbc.M116.74036527466366PMC5076536

[20] PincasHChoiSGWangQJiaJTurgeonJLSealfonSC. Outside the box signaling: secreted factors modulate GnRH receptor-mediated gonadotropin regulation. Mol Cell Endocrinol (2014) 385(1–2):56–61.10.1016/j.mce.2013.08.01523994024PMC3964483

[21] FerrisHAWalshHEStevensJFallestPCShupnikMA. Luteinizing hormone beta promoter stimulation by adenylyl cyclase and cooperation with gonadotropin-releasing hormone 1 in transgenic mice and LBetaT2 Cells. Biol Reprod (2007) 77(6):1073–80.10.1095/biolreprod.107.06413917699734

[22] ElyHAMellonPLCossD. GnRH induces the c-Fos gene via phosphorylation of SRF by the calcium/calmodulin kinase II pathway. Mol Endocrinol (2011) 25(4):669–80.10.1210/me.2010-043721292826PMC3063085

[23] FortinJKumarVZhouXWangYAuwerxJSchoonjansK NR5A2 regulates Lhb and Fshb transcription in gonadotrope-like cells in vitro, but is dispensable for gonadotropin synthesis and fertility in vivo. PLoS One (2013) 8(3):e59058.10.1371/journal.pone.005905823536856PMC3594184

[24] BuenrostroJDGiresiPGZabaLCChangHYGreenleafWJ. Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods (2013) 10(12):1213–8.10.1038/nmeth.268824097267PMC3959825

[25] BuenrostroJDWuBChangHYGreenleafWJ ATAC-seq: a method for assaying chromatin accessibility genome-wide. Curr Protoc Mol Biol (2015) 109: 21.29.21–9.10.1002/0471142727.mb2129s109PMC437498625559105

[26] KowalczykMSTiroshIHecklDRaoTNDixitAHaasBJ Single-cell RNA-seq reveals changes in cell cycle and differentiation programs upon aging of hematopoietic stem cells. Genome Res (2015) 25(12):1860–72.10.1101/gr.192237.11526430063PMC4665007

[27] KleinAMMazutisLAkartunaITallapragadaNVeresALiV Droplet barcoding for single-cell transcriptomics applied to embryonic stem cells. Cell (2015) 161(5):1187–201.10.1016/j.cell.2015.04.04426000487PMC4441768

[28] MacoskoEZBasuASatijaRNemeshJShekharKGoldmanM Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell (2015) 161(5):1202–14.10.1016/j.cell.2015.05.00226000488PMC4481139

[29] ZhengGXTerryJMBelgraderPRyvkinPBentZWWilsonR Massively parallel digital transcriptional profiling of single cells. Nat Commun (2017) 8:14049.10.1038/ncomms1404928091601PMC5241818

[30] WangQChikinaMZaslavskyEPincasHSealfonSC beta-catenin regulates GnRH-induced FSHbeta gene expression. Mol Endocrinol (2013) 27(2):224–37.10.1210/me.2012-131023211523PMC3683805

[31] DobinADavisCASchlesingerFDrenkowJZaleskiCJhaS STAR: ultrafast universal RNA-seq aligner. Bioinformatics (2013) 29(1):15–21.10.1093/bioinformatics/bts63523104886PMC3530905

[32] LiaoYSmythGKShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics (2014) 30(7):923–30.10.1093/bioinformatics/btt65624227677

[33] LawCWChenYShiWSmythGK. voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol (2014) 15(2):R29.10.1186/gb-2014-15-2-r2924485249PMC4053721

[34] GentlemanRCCareyVJBatesDMBolstadBDettlingMDudoitS Bioconductor: open software development for computational biology and bioinformatics. Genome Biol (2004) 5(10):R80.10.1186/gb-2004-5-10-r8015461798PMC545600

[35] RitchieMEPhipsonBWuDHuYLawCWShiW Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res (2015) 43(7):e47.10.1093/nar/gkv00725605792PMC4402510

[36] LiBDeweyCN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics (2011) 12:323.10.1186/1471-2105-12-32321816040PMC3163565

[37] LangmeadBSalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods (2012) 9(4):357–9.10.1038/nmeth.192322388286PMC3322381

[38] ZhangYLiuTMeyerCAEeckhouteJJohnsonDSBernsteinBE Model-based analysis of ChIP-Seq (MACS). Genome Biol (2008) 9(9):R137.10.1186/gb-2008-9-9-r13718798982PMC2592715

[39] GreeneCSKrishnanAWongAKRicciottiEZelayaRAHimmelsteinDS Understanding multicellular function and disease with human tissue-specific networks. Nat Genet (2015) 47(6):569–76.10.1038/ng.325925915600PMC4828725

[40] HeinzSBennerCSpannNBertolinoELinYCLasloP Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell (2010) 38(4):576–89.10.1016/j.molcel.2010.05.00420513432PMC2898526

[41] YuDHuberWVitekO. Shrinkage estimation of dispersion in negative binomial models for RNA-seq experiments with small sample size. Bioinformatics (2013) 29(10):1275–82.10.1093/bioinformatics/btt14323589650PMC3654711

[42] van der MaatenLHintonG Visualizing data using t-SNE. J Mach Learn Res (2008) 9:2579–605.

[43] AmirEDDavisKLTadmorMDSimondsEFLevineJHBendallSC viSNE enables visualization of high dimensional single-cell data and reveals phenotypic heterogeneity of leukemia. Nat Biotechnol (2013) 31(6):545–52.10.1038/nbt.259423685480PMC4076922

[44] WhitfieldMLSherlockGSaldanhaAJMurrayJIBallCAAlexanderKE Identification of genes periodically expressed in the human cell cycle and their expression in tumors. Mol Biol Cell (2002) 13(6):1977–2000.10.1091/mbc.02-02-003012058064PMC117619

[45] TremblayJJDrouinJ. Egr-1 is a downstream effector of GnRH and synergizes by direct interaction with Ptx1 and SF-1 to enhance luteinizing hormone beta gene transcription. Mol Cell Biol (1999) 19(4):2567–76.10.1128/MCB.19.4.256710082522PMC84049

[46] ChengKWNganESKangSKChowBKLeungPC. Transcriptional down-regulation of human gonadotropin-releasing hormone (GnRH) receptor gene by GnRH: role of protein kinase C and activating protein 1. Endocrinology (2000) 141(10):3611–22.10.1210/endo.141.10.773011014215

[47] LawsonMATsutsumiRZhangHTalukdarIButlerBKSantosSJ Pulse sensitivity of the luteinizing hormone beta promoter is determined by a negative feedback loop involving early growth response-1 and Ngfi-A binding protein 1 and 2. Mol Endocrinol (2007) 21(5):1175–91.10.1210/me.2006-039217299135PMC2932486

[48] LambaPKhivansaraVD’AlessioACSantosMMBernardDJ. Paired-like homeodomain transcription factors 1 and 2 regulate follicle-stimulating hormone beta-subunit transcription through a conserved cis-element. Endocrinology (2008) 149(6):3095–108.10.1210/en.2007-042518339718PMC2408822

[49] SuszkoMIAntenosMBalkinDMWoodruffTK. Smad3 and Pitx2 cooperate in stimulation of FSHbeta gene transcription. Mol Cell Endocrinol (2008) 281(1–2):27–36.10.1016/j.mce.2007.10.00318022758

[50] PurwanaINKanasakiHMijiddorjTOrideAMiyazakiK. Induction of dual-specificity phosphatase 1 (DUSP1) by pulsatile gonadotropin-releasing hormone stimulation: role for gonadotropin subunit expression in mouse pituitary LbetaT2 cells. Biol Reprod (2011) 84(5):996–1004.10.1095/biolreprod.110.08852621228211

[51] LambaPSantosMMPhilipsDPBernardDJ. Acute regulation of murine follicle-stimulating hormone beta subunit transcription by activin A. J Mol Endocrinol (2006) 36(1):201–20.10.1677/jme.1.0196116461939

[52] XieHHoffmannHMMeadowsJDMayoSLTrangCLemingSS Homeodomain proteins SIX3 and SIX6 regulate gonadotrope-specific genes during pituitary development. Mol Endocrinol (2015) 29(6):842–55.10.1210/me.2014-127925915183PMC4447639

[53] TanNYKhachigianLM Sp1 phosphorylation and its regulation of gene transcription. Mol Cell Biol (2009) 29(10):2483–8.10.1128/MCB.01828-0819273606PMC2682032

[54] KimJKKolodziejczykAAIlicicTTeichmannSAMarioniJC. Characterizing noise structure in single-cell RNA-seq distinguishes genuine from technical stochastic allelic expression. Nat Commun (2015) 6:8687.10.1038/ncomms968726489834PMC4627577

[55] VolfsonDMarciniakJBlakeWJOstroffNTsimringLSHastyJ. Origins of extrinsic variability in eukaryotic gene expression. Nature (2006) 439(7078):861–4.10.1038/nature0428116372021

[56] LarsonDRZenklusenDWuBChaoJASingerRH. Real-time observation of transcription initiation and elongation on an endogenous yeast gene. Science (2011) 332(6028):475–8.10.1126/science.120214221512033PMC3152976

[57] TrcekTLarsonDRMoldonAQueryCCSingerRH. Single-molecule mRNA decay measurements reveal promoter-regulated mRNA stability in yeast. Cell (2011) 147(7):1484–97.10.1016/j.cell.2011.11.05122196726PMC3286490

[58] ZopfCJQuinnKZeidmanJMaheshriN. Cell-cycle dependence of transcription dominates noise in gene expression. PLoS Comput Biol (2013) 9(7):e1003161.10.1371/journal.pcbi.100316123935476PMC3723585

[59] LaverriereJNL’HoteDTabouyLSchangALQueratBCohen-TannoudjiJ. Epigenetic regulation of alternative promoters and enhancers in progenitor, immature, and mature gonadotrope cell lines. Mol Cell Endocrinol (2016) 434:250–65.10.1016/j.mce.2016.07.01027402603

[60] VallejosCARissoDScialdoneADudoitSMarioniJC. Normalizing single-cell RNA sequencing data: challenges and opportunities. Nat Methods (2017) 14(6):565–71.10.1038/nmeth.429228504683PMC5549838

[61] RufFParkMJHayotFLinGRoysamBGeY Mixed analog/digital gonadotrope biosynthetic response to gonadotropin-releasing hormone. J Biol Chem (2006) 281(41):30967–78.10.1074/jbc.M60648620016916798

[62] RufFHayotFParkMJGeYLinGRoysamB Noise propagation and scaling in regulation of gonadotrope biosynthesis. Biophys J (2007) 93(12):4474–80.10.1529/biophysj.107.11517017720728PMC2098712

[63] SargentLMDraganYPSattlerGXuYHWileyJPitotHC. Specific chromosomal changes in albumin simian virus 40 T antigen transgenic rat liver neoplasms. Cancer Res (1997) 57(16):3451–6.9270012

[64] BloomfieldMDuesbergP. Karyotype alteration generates the neoplastic phenotypes of SV40-infected human and rodent cells. Mol Cytogenet (2015) 8:79.10.1186/s13039-015-0183-y26500699PMC4618876

[65] RaserJMO’SheaEK. Noise in gene expression: origins, consequences, and control. Science (2005) 309(5743):2010–3.10.1126/science.110589116179466PMC1360161

[66] BuenrostroJDWuBLitzenburgerUMRuffDGonzalesMLSnyderMP Single-cell chromatin accessibility reveals principles of regulatory variation. Nature (2015) 523(7561):486–90.10.1038/nature1459026083756PMC4685948

[67] CusanovichDADazaRAdeyAPlinerHAChristiansenLGundersonKL Multiplex single cell profiling of chromatin accessibility by combinatorial cellular indexing. Science (2015) 348(6237):910–4.10.1126/science.aab160125953818PMC4836442

# Supplementary material for: Regulatory Architecture of the LβT2 Gonadotrope Cell Underlying the Response to Gonadotropin-Releasing Hormone
**Source:** Front Endocrinol (Lausanne). 2018 Feb 14;9:34. doi: 10.3389/fendo.2018.00034
**Supplement:** Supplementary file 1

***Supplementary Material***

**Regulatory Architecture of the LβT2 Gonadotrope Cell Underlying the Response to Gonadotropin-Releasing Hormone**

Frederique Ruf-Zamojski, Miguel Fribourg, Yongchao Ge, Venugopalan Nair, Hanna Pincas, Elena Zaslavsky, German Nudelman, Stephanie J. Tuminello, Hideo Watanabe, Judith L. Turgeon, and Stuart C. Sealfon*

**SUPPLEMENTARY FIGURES AND TABLES**

**1. Figures**

Suppl. Figs.1 and 2 are provided as separate image files, whereas Suppl. Fig.3 is presented further below.

**Suppl. Figure 1.** High-resolution image version of **Fig. 2A**. Heat map of RNA-seq expression data showing the genes that were differentially regulated following treatment with 5 nM GnRH for 45 min. Gene expression is shown in normalized log2 counts per million (cpm). Differentially expressed genes were selected based on a 4-fold change and FDR < 0.05.

**Suppl. Figure 2.** High-resolution image version of **Fig. 5B**. Heat map of selected genes in all 3881 cells. Each horizontal line is one cell, with red and black on the right side indicating GnRH and vehicle treatment, respectively. Genes symbols are color-coded as follows: red, genes that are differentially regulated by GnRH; black, genes that show high cell-to-cell variability in gene expression; yellow, genes that have been involved in gonadotrope gene regulation based on the literature; blue, housekeeping genes.

**
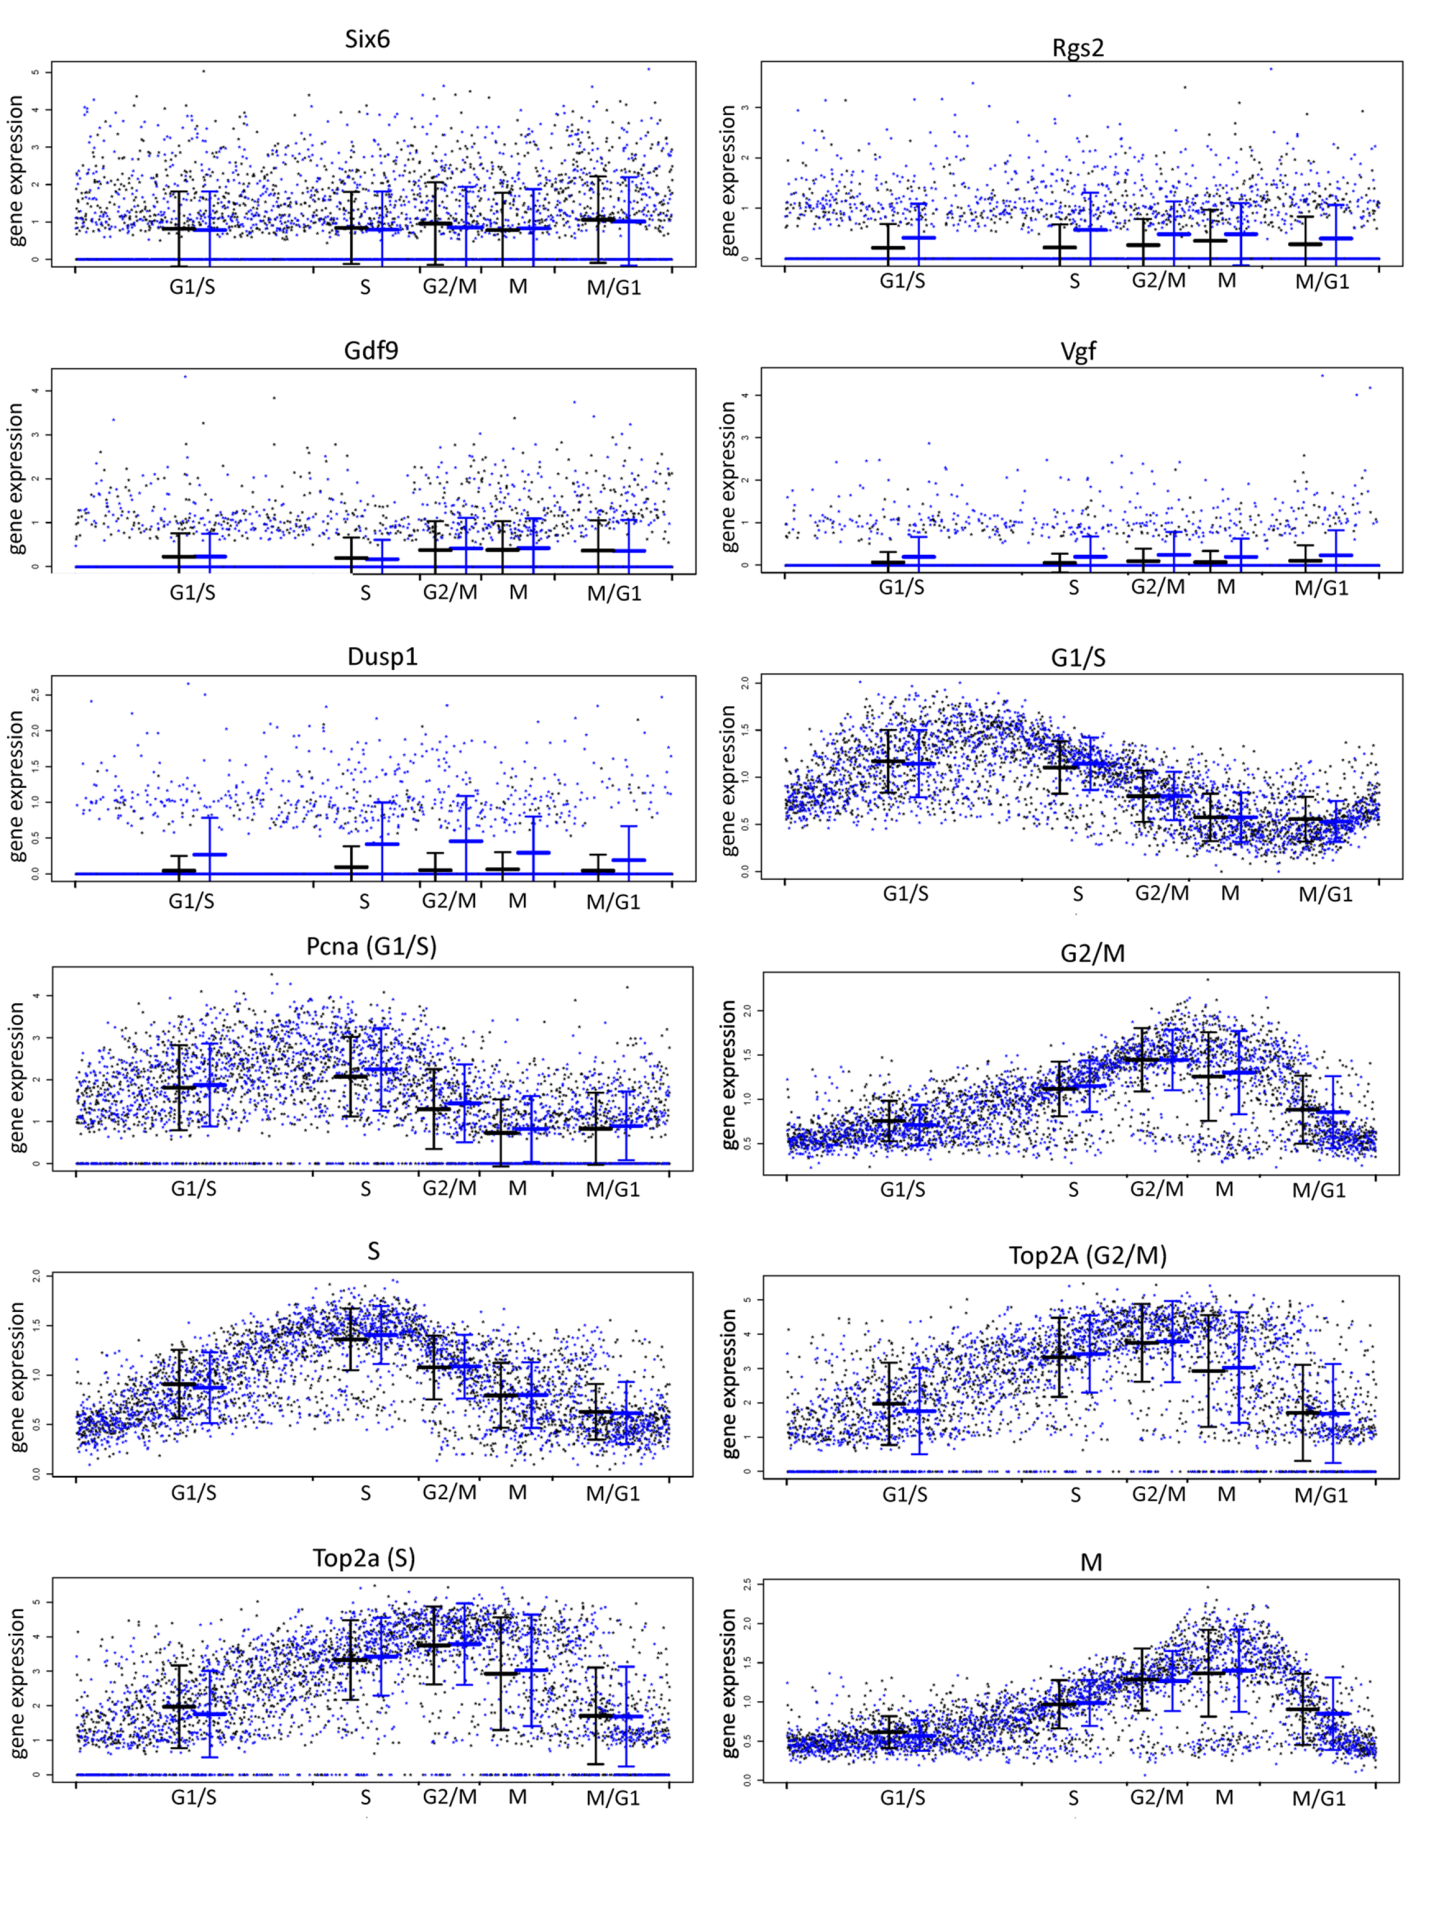
**

**
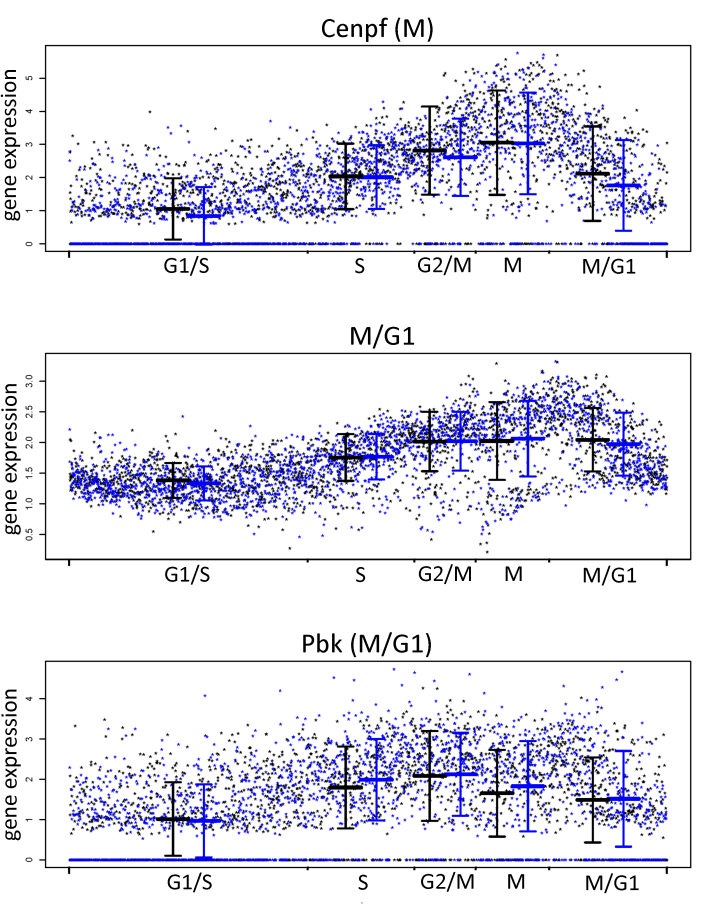
**

**Suppl. Figure 3.** Single-cell expression of individual transcripts in relationship to cell cycle phase. Expression level is plotted as log2 (TPM+1). Several GnRH-regulated genes and genes associated with a specific phase of cell cycle are shown, as indicated. The x-axis indicates cell cycle phase as derived from **Fig. 6B**. The mean and standard deviation for vehicle- (in black) and GnRH-treated cells (in blue) are shown at each cell cycle phase. Note that the expression level of any transcript in these cells at any point in the cell cycle can be accurately determined without experimental cell cycle synchronization and the effect of GnRH on gene induction is shown to be independent of cell cycle phase.

**2. Tables**

Except for Suppl. Table 4 (presented further below), all other tables are provided separately as MS Excel spreadsheets.

**Suppl. Table 1.** List of highly differentially expressed genes in bulk RNA-seq data from GnRH-treated *versus* vehicle-treated LβT2 cells.

**Suppl. Table 2.** List of the candidate genes with the best “edge score values” detected in the GIANT pituitary network

**Suppl. Table 3.** List of GO processes and KEGG pathways that were found enriched in the GIANT pituitary network

**Suppl. Table 4.** List of enriched motifs in genomic regions found in an ATAC-seq sample using the HOMER tool

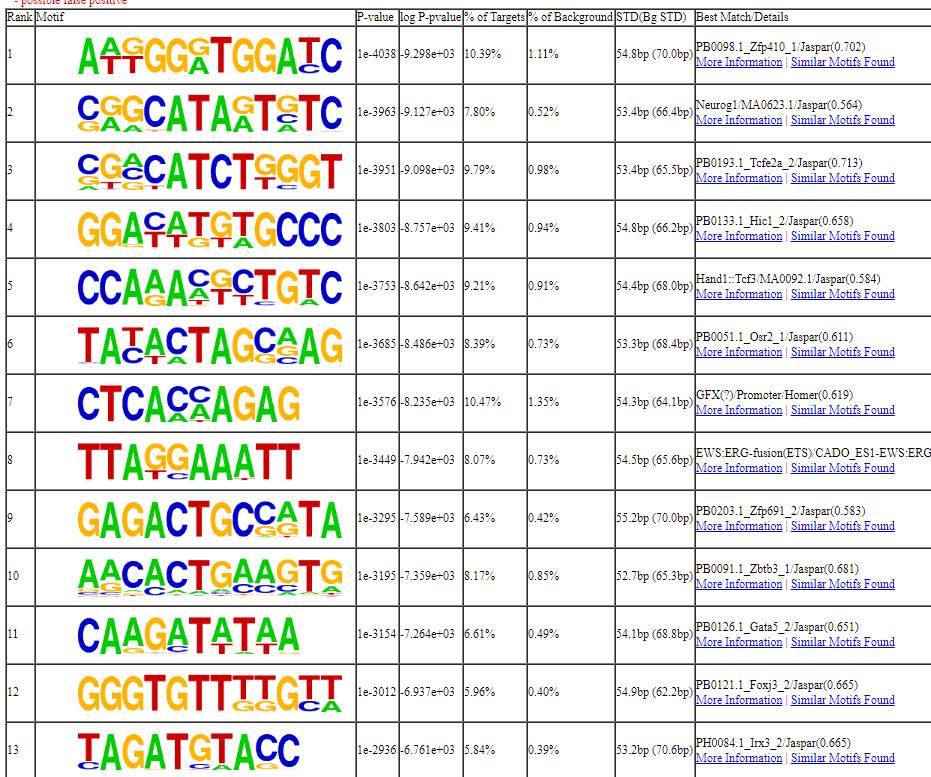

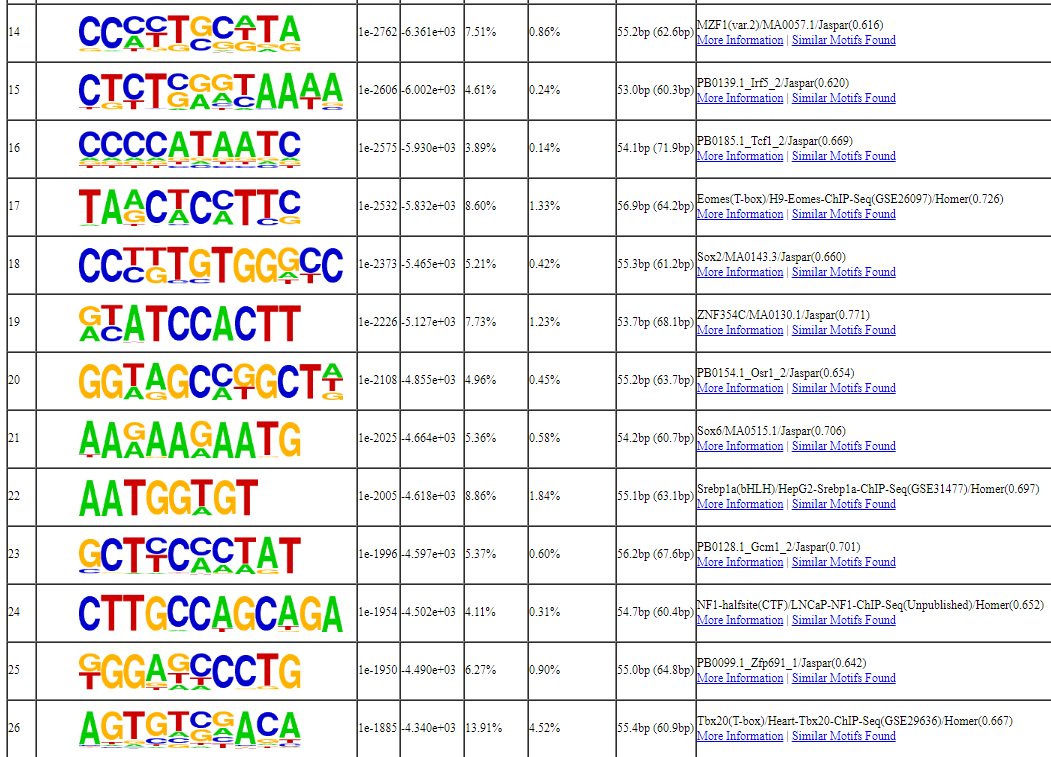

**Suppl. Table 5.** List of differentially expressed genes in GEM Drop-seq data from GnRH-treated *versus* vehicle-treated LβT2 cells

**Suppl. Table 6.** List of cell cycle-regulated genes that were mapped from human to mouse using Homologene

How the deposited data were processed for this re-analysis (not part of the article)

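Chromatin accessibility was measured by ATAC-seq in 2 replicate samples of LβT2 cells under 1 condition, 4 pulses of 2 nM GnRH. The RNA-seq and single-cell data of the study were not analysed here, apart from gene lists in its supplementary tables. The authors mapped the reads to GRCm38 with bowtie2, removed duplicate reads and called peaks for each replicate with MACS2. No input control is named in the methods. The authors deposited for each peak a score, the fold enrichment at the summit as a ratio to the background of MACS2, and the −log10 of a p-value and of a q-value. The score equals 10 times the −log10 q reduced to a whole number. The other deposited columns give the start, the end and the summit of each peak.

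Everything else was computed from these lists with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. The genome sequence was GRCm38, with GENCODE vM21 and RefSeq annotation. The tags at each summit and the background were solved from the fold values of each list, and the p-values served as a check. The copy number of summit sequence was counted as the number of places in the genome, on either strand, that hold the 50 bp or the 200 bp centred on the summit. Peaks were called shared when they overlapped by at least 1 bp. Random placement put the peaks of a list at random on the same chromosomes, outside assembly gaps, 100 times with a fixed seed. Features were assigned in the order promoter within 1 kb, promoter from 1 to 2 kb, promoter from 2 to 3 kb, 5′ UTR, 3′ UTR, exon, intron, downstream within 3 kb and distal intergenic. Gene lists were compared with 10000 random lists of the same size. Motifs were tested with Fisher's exact test and Benjamini-Hochberg adjustment, with an adjusted p of 0.05 as the threshold. The measures were tested in 5 checks on simulated peaks, genes and sequences with known answers.

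Values are given for each replicate or as a mean with its SD (n = 2). With 1 condition and no control, no groups of samples were compared, and an SD from 2 replicates is itself imprecise. Peaks and genes are not replicates, so tests across them describe each list. The precision of a peak is set by its tags, with a median of 14 tags in replicate 1 and 16 in replicate 2. Intervals and tests on tags cover counting error only.

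The rule for the genes named in the text was fixed before the data were examined. It covers 11 genes that the study names in its ATAC-seq results, 8 other induced genes that it names, among them Fos, which the ATAC-seq results also name, 10 gonadotrope genes and 7 genes of other pituitary lineages, and the 5 genes and 5 regions with the highest mean rank of −log10 q. Gm13903, Gm24885 and the genes of chromosome Y fall outside this rule and were named after their values were seen, and the distant peak of Pou1f1 was singled out in the same way. Alternatives concerned the threshold on q, the overlap that counts as shared, the number of top peaks, the annotation, the promoter width, the genes compared, the window and background of the motif counts, and leaving out either replicate. Chosen after seeing the data were the restriction to single-copy summits, the use of RefSeq curated transcripts and the AP1 search with 1 mismatch. Read coverage, fragment sizes, footprints and the expression of all genes were not analysed here. The sequence matches in the Jun promoter are not reported here.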

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

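Of the tests in this part, those of the copy number over 200 bp among multi-copy summits, of repeated sequence on chromosome 14, of the relation across chromosomes and of the dense part without receptor genes were chosen after the result was seen.

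The paper does not report how many peaks lie in repeated sequence. Of the summits with a counted copy number, 66.9% were in multi-copy sequence in replicate 1 and 61.2% in replicate 2, against 14.0% of random positions. The median summit sequence of 50 bp occurred at 8 places in replicate 1 and 5 in replicate 2, and 9985 and 9769 summits had sequence with more than 1000 places. A candidate explanation is that reads which align equally well to several places were kept. The reads are paired with 50 bp each, so a pair can be placed by sequence beyond the 50 bp, and the longer window of 200 bp is the stricter test. Of the summits, 31.5% on average (32.9% in replicate 1 and 30.0% in replicate 2) were multi-copy over 200 bp, against 6.71% of random positions. The longer window contains the shorter one, so this ratio follows in part from that for 50 bp. Among the summits that were multi-copy over 50 bp, 50.8% in replicate 1 and 50.9% in replicate 2 were single-copy over 200 bp, against 52.2% of such random positions. If reads without a single place had been left out, summits in the longer repeats would be rarer than this, apart from pairs that reach beyond 200 bp, so the values are consistent with the explanation. They do not show whether the repeats are accessible, which stays open. Without local background or input DNA, high copy number in the cells that the assembly does not show stays open as another technical source. With 1 condition, no biological explanation was tested.

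Chromosome 14 held 15.0% of the peaks of replicate 1 and 13.5% of those of replicate 2, more than any other chromosome. The values argue against repeated sequence as the whole cause. With single-copy summits outside promoters only, chromosome 14 had 16.9 and 16.7 peaks per Mb against a median of 3.39 and 5.03 for the other chromosomes, a mean ratio of 4.16, and the next highest chromosome, 17, had 8.76 and 9.34. The peaks were concentrated between 6 and 26 Mb, with 51.2 and 50.4 per Mb inside and 10.4 and 10.3 on the rest of the chromosome. The rest of the chromosome alone still exceeded chromosome 17, so a cause limited to the part between 6 and 26 Mb would not account for the whole lead. A hypothesis for the dense part is that LβT2 cells carry more copies of it. All loci there would then be over-represented against 1 background for the whole genome, promoters included. Protein-coding promoters had a peak at 81.8% inside the part and 55.6% outside in replicate 1 (Fisher's exact test, two-sided, p = 4.96e-09), and at 87.9% and 61.4% in replicate 2 (p = 3.96e-10, same exact test), a mean ratio of 1.45. Without olfactory and vomeronasal receptor genes, which cluster outside the part, the shares were 82.9% and 58.4% in replicate 1 (Fisher's exact test, two-sided, p = 4.06e-08), and 89.9% and 64.6% in replicate 2 (p = 1.16e-09, same exact test). Across 20 chromosomes, the share of promoters with a peak rose with the number of single-copy peaks per Mb outside promoters. Spearman's rho was 0.925 in replicate 1 and 0.874 in replicate 2, a mean of 0.899, and Pearson's r 0.889 and 0.896 (permutation test, p = 1e-05 for each of the 4 correlations, the smallest that 100000 permutations can give, and 1e-05 after Benjamini-Hochberg adjustment over the 4). Without chromosomes 14 and 17, which lay farthest from the median, r was 0.907 and 0.871. These values are in line with differences in copy number between chromosomes. A long domain of open chromatin and differences in gene activity between chromosomes would give the same relations and stay open, since input DNA was not used here.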

How the results depend on the processing

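The restriction to single-copy summits, the use of RefSeq curated transcripts and the AP1 search with 1 mismatch were chosen after seeing the data, and the other alternatives before the data were examined. No paired analysis was possible because both replicates belong to 1 condition. Leaving out either replicate leaves 1 sample, so those values carry no test.

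The mean number of peaks was 23065 with −log10 q of at least 5, 9679 with at least 10, and 22105 with single-copy summits only. It stayed within 1.5 times of the main value on primary chromosomes and ranged from 58519 to 64984 when either replicate was left out. The shared fraction, 55.4% on average, was 34.0% with an overlap of at least 50% of both peaks, 29.1% with summits within 100 bp and 63.6% ± 30.4 (SD, n = 2) with −log10 q of at least 10. The last value is a mean of 85.1% of the 6442 such peaks of replicate 1 and 42.1% of the 12916 of replicate 2. Both lists were cut at this threshold, so the shorter list of replicate 1 limits the share of replicate 2. The lower share of replicate 2 therefore does not measure how reproducible its strong peaks are. With single-copy summits only, again in both lists, the shared fraction was 51.8%, a mean of 59.5% in replicate 1 and 44.1% in replicate 2. The rank correlation of −log10 q was 0.687 with an overlap of at least 50% of both peaks and 0.710 with single-copy summits only.

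The share of the top 2000 peaks in promoters or introns moved from 72.6% to 41.2% when all peaks were used and to 82.4% with single-copy summits only. It ranged from 66.0% to 79.2% when either replicate was left out. The share of summits near a TSS, 17.1%, was 14.4% within 500 bp, 58.1% for the top 2000 peaks, 13.7% with protein-coding transcripts only, 13.3% with RefSeq curated transcripts and 39.5% with single-copy summits only. The number of peaks upstream of Fshb, 6 in each replicate, fell to a mean of 2 with −log10 q of at least 10, since the weaker peaks drop out by construction. With the same threshold, the genes with a promoter peak among the 11 listed from the ATAC-seq results fell from 8 to 3 in replicate 1 and numbered 9 with and without it in replicate 2. Fos, which is outside this list, had a promoter peak in both replicates and lost it in both.

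The median percentile of the upregulated genes of Table S1, 70.3, was no longer past the threshold of the permutation test in replicate 1 under 4 alternatives. It was 58.0 with peaks within 1 kb of a TSS only, where replicate 2 did not pass either. With protein-coding genes only it was 65.6, and with RefSeq curated transcripts 63.7. With genes without a peak set to 0 it was 47.4. In that setting fewer than 50% of the genes on the list had a peak in replicate 1, so its median of 30.8 is fixed by the tie at 0, while replicate 2 gave 64.0 (one-sided permutation test, p = 0.0007). When either replicate was left out, the median ranged from 65.8 to 74.8. Lists matched on the size of each gene's surroundings, the upregulated genes of Table S5 and single-copy summits only kept it past the threshold in both replicates. Fold enrichment ranks the peaks of a list as −log10 q does, since the background is constant, so it gives the same values by construction.

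The mean log2 ratio of some motifs changed sign. With windows 5 kb to each side as the background, it was 0.0775 for the Six-type core, past the threshold in both replicates. In the same setting it was 0.12 for the SMAD half-site, past the threshold in replicate 1 alone, and −0.0872 for the SMAD palindrome, past it in neither. With background windows matched on GC content, it was 0.0879 for the Six-type core and 0.15 for GATA, past the threshold in both replicates, and −0.47 for CRE, past it in replicate 1 alone. For AP1 it was 0.38 with single-copy summits only, past the threshold in both replicates. Among the top 2000 peaks it was 0.0125 for AP1, which passed in neither replicate, so no difference from the background was detected. Matching also left fewer summit windows, 48901 in replicate 1 and 52558 in replicate 2, so these values come from other summits as well as another background. The log2 ratio of SP1 was 0.25 there against 2.82. Summit windows with an SP1 match fell from 3420 to 881 in replicate 1 and from 4561 to 1098 in replicate 2. The loss thus fell mainly on windows with this motif, and the matched ratio does not cover them. For all these changes the cause was not tested. The number of motifs more frequent at summits in both replicates was 4 with matching on GC content and 8 with single-copy summits only, against 6. In 8 other cases the mean kept its sign but the motif no longer passed the threshold in both replicates, and the SMAD palindrome newly passed it in both with single-copy summits only. These counts concern the threshold and not the size of the ratio. For the SMAD half-site, which is among the 8, the log2 ratio was −0.91 among the top 2000 peaks against −0.29 for all. CRE rose to 4.62 ± 2.39 (SD, n = 2) among the top 2000 peaks. This rests on few background windows with a match, 4 in replicate 1 and 1 in replicate 2. LHX was −0.29 with matching on GC content against −1.27. Within the most distal peak upstream of Fshb, the AP1 search with 1 mismatch gave a mean of 3 matches against 0 exact matches.

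The small number of tags limits the weak peaks and the order of the peaks upstream of Fshb in replicate 1. Statements on promoters without a peak are limited by the tags that a peak needed, which depend on the depth and on the background. The values do not tell the depth apart from the genome size set for peak calling.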

Differences from the paper's values

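The use of RefSeq curated transcripts, the restriction to single-copy summits and the AP1 search with 1 mismatch were chosen after seeing the values.

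For Fosb, the paper's peak score was about 210 in Fig. 4A, read by eye, and the value obtained here was 101 ± 22.2 (SD, n = 2). Among the alternatives set before the data were examined, protein-coding genes only gave 148, which is below the paper's value by less than 1.5 times. Peaks within 1 kb of a TSS only gave 101, and leaving out either replicate gave 117 for replicate 2 and 85.4 for replicate 1, which are below it by more. With RefSeq curated transcripts the value was also 148. With either of these gene sets, replicate 2 alone gave 209.7. For Lhb, Jun, Egr2, Egr1 and Atf3, the paper's peak scores were about 610, about 380, about 240, about 170 and about 160 in Fig. 4A, read by eye. With all GENCODE genes, replicate 2 alone gave 605, 383, 240.2, 171 and 180, and replicate 1 alone gave 376, 157, 55.0, 93.6 and 85.4. The paper's text does not name the replicate plotted.

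The paper places Fshb among the genes with a high peak score in Fig. 4A. No peak was assigned to Fshb here among all GENCODE genes, so the main setting gives no value. With protein-coding genes only or RefSeq curated transcripts, the mean was 254, with 102 in replicate 1 and 407 in replicate 2, from the peak near 81 kb upstream in replicate 1 and the most distal peak in replicate 2.

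The paper states that the most distal segment upstream of Fshb contains an AP1 motif. The peaks there held 0 exact matches to TGASTCA in each replicate. With 1 mismatch allowed, there were 3 in each replicate, against a mean of 2.46 and 2.86 in random windows of the same width. HOMER was not run here, and the paper's text does not give the sequence of its AP1 site. An exact search can be stricter than a motif model, so these counts do not rule out the paper's motif. The paper also states that this segment is the most accessible near Fshb. It had the highest mean −log10 q and the highest value in replicate 2, while in replicate 1 the peak near 81 kb had 10.2 against its 9.36.

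The paper states that motifs for Smad2 and Six6 were highly enriched among all peaks. It used HOMER, which builds motif models from the peaks and then links them to known motifs. HOMER was not run here. Exact counts of fixed sequences are another measure, so they do not rule out the paper's enrichment. In the counts made here, the SMAD palindrome had a log2 ratio of 0.23 and passed the threshold in neither replicate. With single-copy summits only it did in both, at 0.74. With windows 5 kb to each side the palindrome had a log2 ratio of −0.0872 and passed in neither. The SMAD half-site had a log2 ratio of −0.29 and was above the background in replicate 1 alone with windows 5 kb to each side, where the mean was 0.12. The longer Six-type sequence was above the background in replicate 2 alone, at 0.49. In that replicate it was 0.30 with windows matched on GC content, short of the threshold, and 0.94 with single-copy summits only, past it. The Six-type core was below the background, at −0.14, and above it in both replicates with windows 5 kb to each side, at 0.0775. The same held with windows matched on GC content, at 0.0879.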

Other observations

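Of the tests in this part, that of the width of the Lhb peak was chosen after the result was seen, as were the genes of chromosome Y and Pou1f1.

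The leading motifs of Table S4 are long. A hypothesis is that they come from sequence shared by copies of repeats. The consensus of 12 of them was read by eye from the picture of the table, so single letters can be wrong. In both replicates, peaks that matched the consensus had multi-copy summits more often than all peaks for 12 of the 12 motifs. The shares ranged from 89.6% to 92.3%, against 66.9% and 61.1% of all peaks. Peaks with a match thus lay mostly in multi-copy sequence. The motifs came from the ATAC-seq data of this study, and other sequences of similar length and GC content were not counted. The comparison therefore cannot tell sequence shared by repeat copies from a difference in GC content between peaks. Binding of factors within repeats was not tested and stays open.

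The Lhb promoter peak of replicate 1 was 200 bp wide, the length of 1 extended tag, and held 49 tags. Of 339 single-copy peaks with a similar number of tags, 6 were as narrow (1.77%), and their median width was 749 bp. Stacked reads of a rat Lhb transgene in the cell line are a candidate explanation. In replicate 2 the peak was 707 bp wide, against a median of 897 bp for 717 peaks of similar height. The explanation cannot be told apart from chance in a single library, since the rat sequence was not used here and the peak of replicate 2 could contain such reads as well.

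The 5 regions with the highest mean rank of −log10 q had a fold enrichment between 1741 and 5071 and multi-copy sequence of 50 bp at the summit in both replicates. Over 200 bp, the region on chromosome 1 was multi-copy and the other 4 were single-copy. They were assigned to Gm10800 on chromosome 2, mt-Ts2 on the mitochondrial genome, which was covered by 1 peak from 1 to 16299, Gm28438 on chromosome 1, Gm21738 on chromosome 14 and Gm13340 on chromosome 2. These were also the 5 genes with the highest mean rank.

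Of the 10 gonadotrope genes, 5 had a promoter peak in replicate 1 and 7 in replicate 2. Pitx1, Lhx3 and Fshb had none in either, and Gata2 and Foxl2 had one only in replicate 2. The list includes Gnrhr, Cga, Lhb and Fshb, which the study also names. Of the 7 genes of other pituitary lineages, 0 had a promoter peak in either replicate. Of the 8 other induced genes that the study names, Fos included, 6 had a promoter peak in replicate 1 and 7 in replicate 2. Although its promoter had no peak, Pou1f1 had a distant peak with a −log10 q of 26.1 in replicate 1 and 73.8 in replicate 2 when peaks were assigned to protein-coding genes only, at the percentiles 93.9 and 97.6.

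On chromosome Y, 1.64% of the promoters of 183 protein-coding genes had a peak in each replicate, namely those of Gm21860, Gm47283 and Gm21748, and 16 and 26 single-copy peaks lay outside promoters.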
